# Splicing of enhancer-associated lincRNAs contributes to enhancer activity

**DOI:** 10.26508/lsa.202000663

**Published:** 2020-02-21

**Authors:** Jennifer Y Tan, Adriano Biasini, Robert S Young, Ana C Marques

## Abstract

Transcription is common at active mammalian enhancers sometimes giving rise to stable enhancer-associated long intergenic noncoding RNAs (elincRNAs). Expression of elincRNA is associated with changes in neighboring gene product abundance and local chromosomal topology, suggesting that transcription at these loci contributes to gene expression regulation in *cis*. Despite the lack of evidence supporting sequence-dependent functions for most elincRNAs, splicing of these transcripts is unexpectedly common. Whether elincRNA splicing is a mere consequence of cognate enhancer activity or if it directly impacts enhancer function remains unresolved. Here, we investigate the association between elincRNA splicing and enhancer activity in mouse embryonic stem cells. We show that multi-exonic elincRNAs are enriched at conserved enhancers, and the efficient processing of elincRNAs is strongly associated with their cognate enhancer activity. This association is supported by their enrichment in enhancer-specific chromatin signatures; elevated binding of co-transcriptional regulators; increased local intra-chromosomal DNA contacts; and strengthened *cis*-regulation on target gene expression. Our results support the role of efficient RNA processing of enhancer-associated transcripts to cognate enhancer activity.

## Abstract (precis)

Analysis of enhancer-associated lincRNA transcripts shows their efficient and conserved splicing contributes to cognate enhancer activity and cis-regulation of target gene expression.

## Introduction

Enhancers are distal DNA elements that positively drive target gene expression (Banerji et al, 1981; Moreau et al, 1981; Li et al, 2016). These regulatory regions are DNase I hypersensitive, marked by histone 3 acetylation at lysine 27 (H3K27ac), and a high ratio of monomethylation versus trimethylation at histone 3 lysine 4 (H3K4me1 and H3K4me3, respectively). Together, these chromatin signatures are commonly used to annotate enhancers genome wide (Hoffman et al, 2012). Most active enhancers are also transcribed (De Santa et al, 2010; Kim et al, 2010; Kowalczyk et al, 2012). Relative to non-transcribed enhancers, those that give rise to enhancer-associated transcripts are more strongly associated with enhancer-specific chromatin signatures (Wang et al, 2011) and display higher levels of reporter activity both in vitro (Wu et al, 2014; Young et al, 2017) and in vivo (Andersson et al, 2014), supporting the link between enhancer transcription and *cis*-regulatory function. Whereas most enhancers transcribe short noncoding RNAs that are non-polyadenylated, unspliced, and short-lived from both the sense and antisense strands (eRNAs) (Kim et al, 2010), a subset of enhancers are predominantly transcribed in one direction (Natoli & Andrau, 2012) and produce enhancer-associated long intergenic noncoding transcripts that we refer to as elincRNAs (Marques et al, 2013). The asymmetry of transcriptional activity at these enhancers is at least in part due to differences in transcript stability. Specifically, and in contrast to eRNAs, elincRNAs are polyadenylated, relatively long, stable, and frequently spliced (Koch et al, 2011; Marques et al, 2013; Hon et al, 2017).

Enhancer transcription can increase local chromatin accessibility (Mousavi et al, 2013), modulate chromosomal interactions between cognate enhancer and target promoters (Lai et al, 2013), and regulate the load, pause, and release of RNA Polymerase II (RNAPlI) (Maruyama et al, 2014; Schaukowitch et al, 2014), ultimately contributing to enhanced expression of neighboring protein-coding genes (Orom et al, 2010; Marques et al, 2013). Recently, we showed that elincRNAs preferentially locate at topologically associating domain (TAD) boundaries, and their expression correlates with changes in local chromosomal architecture (Tan et al, 2017). Although the association between elincRNA transcription and enhancer activity is relatively well established, whether the molecular mechanisms underlying their functions depend on their transcript sequences has not yet been unequivocally demonstrated. Notably, consistent with the absence of nucleotide conservation at their exons (Marques et al, 2013), many elincRNA functions appear to rely on transcription alone (Yoo et al, 2012; Lai et al, 2013; Li et al, 2013; Hsieh et al, 2014; Alexanian et al, 2017).

Despite evidence that the functions of most elincRNAs is likely transcription dependent, a relatively large proportion of elincRNAs is not only stably transcribed but also undergoes splicing (Marques et al, 2013; Hon et al, 2017; Krchnakova et al, 2019). Recently, splicing of Blustr, a lincRNA expressed in mouse embryonic stem cells (mESCs) whose transcriptional start site initiates from an active enhancer (Mouse ENCODE Consortium et al, 2012), was shown to be sufficient to modulate the expression of its cognate protein-coding gene target in *cis* (Engreitz et al, 2016). Removal of the splicing signals in another elincRNA, Haunt, by replacing its endogenous locus with its cDNA, could not rescue its *cis*-regulatory function (Yin et al, 2015). Recently, the genome-wide analysis of enhancer transcription across multiple human cells lines (Gil & Ulitsky, 2018) corroborates candidate loci analyses, supporting the association between elincRNA splicing and cognate enhancer activity.

Here, we investigate the association between elincRNA splicing and developmentally regulated mESC enhancer’s activity. We show that efficient splicing of multi-exonic elincRNAs associates with higher activity, cell-type–specific function and increased conservation of their cognate enhancers.

## Results

To annotate enhancer-associated lincRNAs (elincRNAs), we took advantage of the extensive publicly available data for transcription and chromatin signatures in pluripotent mESC. We considered all intergenic mESC enhancers overlapping a DNase I–hypersensitive region (The ENCODE Project Consortium, 2012) and annotated their associated transcripts using a stringent approach that required the overlap between their transcriptional start site and the enhancer. This led to the identification of a relatively small, yet high confidence, set of enhancer-associated lincRNAs (n = 100, elincRNAs, Table S1) and eRNAs (n = 2,117). As expected (Xu et al, 2009; Andersson et al, 2014; Young et al, 2017), we found divergent transcription at all promoter and enhancer-associated transcriptional initiation regions (TIRs, Fig 1A–D). In contrast to eRNA-producing enhancers (Fig 1A), enhancers associated with elincRNAs (Fig 1B) have transcriptional profiles that resemble those of other promoter-associated mESC transcripts, including other mESC-expressed non–enhancer-associated lincRNAs (oth-lincRNAs) (Fig 1C) and protein-coding genes (Fig 1D).

Table S1 Loci of single- and multi-exonic mouse embryonic stem cell elincRNAs (mm9) and their respective number of exons.

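The 100 elincRNA loci of Table S1 comprise 44 multi-exonic and 56 single-exonic loci. Of these, 35 multi-exonic and 46 single-exonic loci have at least 1 transcript with a measured synthesis rate in mESCs. This counts only transcripts in the part of Table S3 that was read here. Positions are given in mm9, and the neighboring protein-coding genes given are taken from GENCODE M1, which is annotated on the same build. Snhg12 (ENSMUSG00000086290) lies on chromosome 4 from 131864593 to 131866939, on the plus strand, with 5 exons. Its nearest protein-coding gene, Trnau1ap, lies 739 bp away. Malat1 (ENSMUSG00000092341) lies on chromosome 19 from 5795690 to 5802672, on the minus strand, with 2 exons. ENSMUSG00000097113, the gene of Fig 3C, lies on chromosome 1 from 138567315 to 138587381, on the plus strand, with 5 exons, and is 40685 bp from Zfp281. The single-exonic locus of transcript TCONS_00041021 lies on chromosome 3 from 75457250 to 75459952, on the minus strand, and is 9833 bp from Serpini1.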

**Figure 1.**
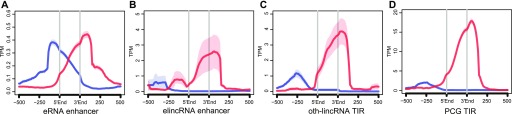
Stringent annotations of elincRNAs. **(A, B, C, D)** Metagene plots of CAGE reads centered at transcription initiation regions (TIRs) of (A) eRNAs, (B) elincRNAs, (C) other mouse embryonic stem cell-expressed lincRNAs (oth-lincRNAs), and (D) protein-coding genes (PCGs). Sense (red) and antisense (blue) reads denote those that map to the same or opposite strand, respectively, as the direction of their cognate TIRs.

Given the relatively small number of the stringently annotated elincRNAs, we also annotated elincRNAs using a less stringent approach. Analysis of this less stringent and more comprehensive set of mESC elincRNA (1,983 elincRNAs of which 211 are multi-exonic) is described in the Supplemental Data 1 and fully supports the analysis of the stringently annotated set of mESC elincRNAs.

Supplemental Data 1. Analysis of the comprehensive set of mESC elincRNAs.of mESC elincRNAs.

### Multi-exonic elincRNAs are associated with stronger enhancer activity

Next, we investigated whether elincRNA splicing is linked to its cognate enhancer activity. Given that most enhancer activity is tissue specific, we first investigated the association between enhancer transcription and putative target expression during embryonic neurogenesis (Fraser et al, 2015). Similar to what was described previously (Marques et al, 2013), we found that elincRNA transcription positively correlated with changes in neighboring protein-coding gene abundance (Fig S1A). This association is 2.5-fold stronger for multi-exonic elincRNAs (median FD target transcription = 0.49) than their single-exonic counterparts (median FD target transcription = 0.19, *P* < 0.05, two-tailed Mann–Whitney *U* test, Fig 2A). As expected, no association was observed for other transcript classes, regardless of their splicing activity (Fig S1B).

**Figure S1.**
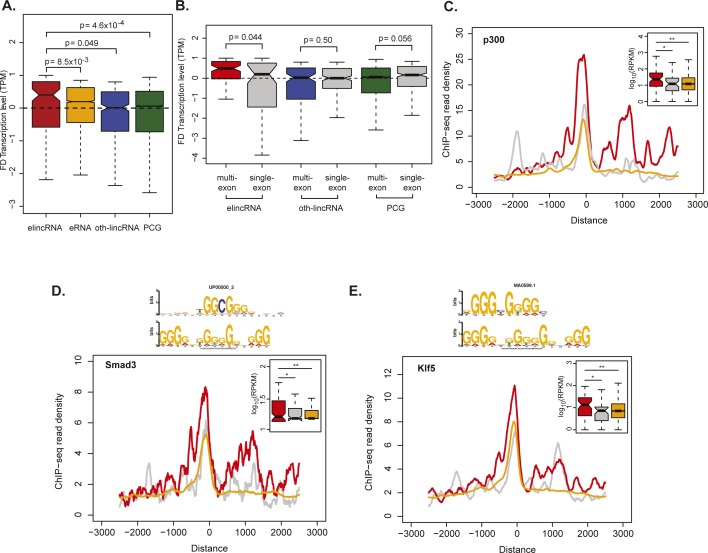
Multi-exonic elincRNAs are associated with higher enhancer activity. **(A, B)** Distribution of the fold difference (FD) in transcription (measured as cap anaysis gene expression TPM) of the closest gene that is expressed in the same embryonic neurogenesis stage as (A) elincRNAs (red), eRNAs (yellow), other mouse embryonic stem cell-expressed lincRNAs (oth-lincRNAs, blue) and protein-coding genes (PCGs, green) and (B) multi-exonic elincRNAs (red), and other expressed lincRNAs (blue) and protein-coding genes (green) compared with their single-exonic counterparts (grey). Fold difference of neighboring gene transcription is calculated between the two cellular stages across neuronal differentiation, where the expression level of the reference locus (elincRNA, oth-lincRNA, or PCG) is maximal and minimal. **(C, D, E)** Metagene plots and distribution (figure insets) of (C) Ep300, (D) Smad3, and (E) Klf5 chromatin immunoprecipitation (ChIP)-seq reads in mouse embryonic stem cells at the transcription initiation regions of multi-exonic (red) and single-exonic (grey) elincRNAs, as well as eRNAs (yellow). Differences between groups were tested using a two-tailed Mann–Whitney *U* test. *P < 0.05; **P < 0.01.

**Figure 2.**
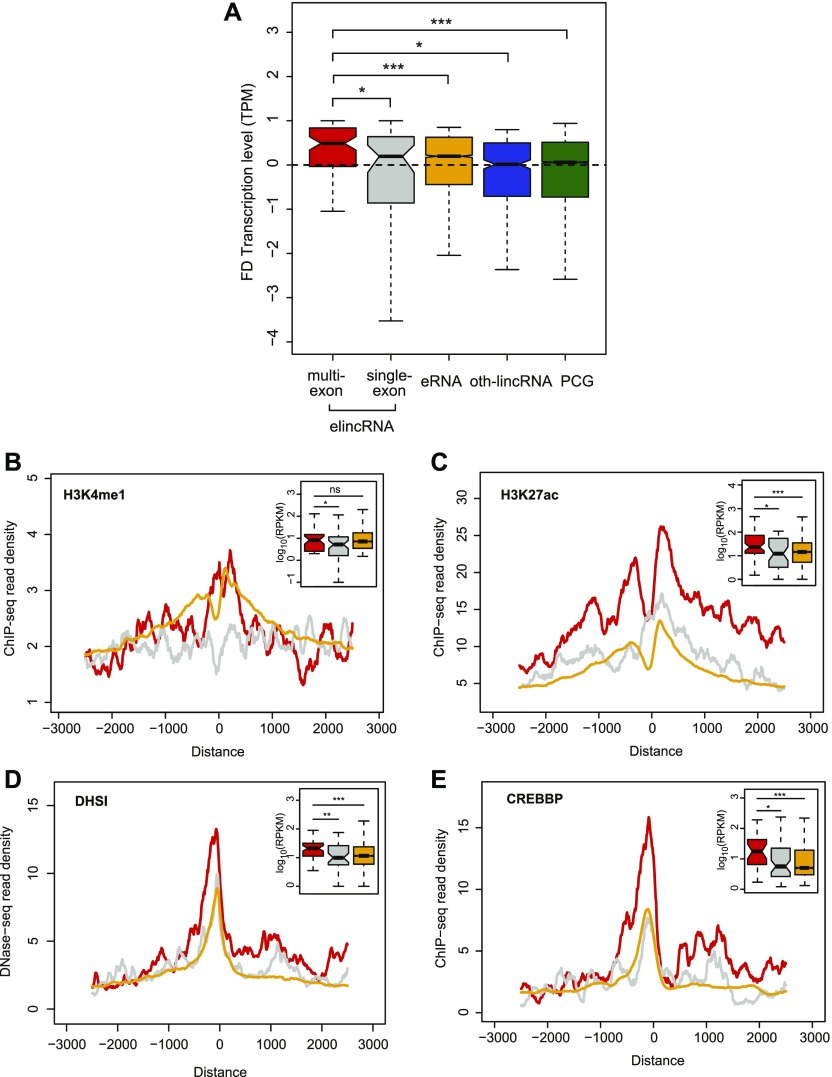
Multi-exonic elincRNAs are associated with higher enhancer activity. **(A)** Distribution of the fold difference (FD) in transcription (measured as CAGE TPM) of the most proximal gene to multi-exonic (red) and single-exonic (grey) elincRNAs, eRNAs (yellow), other mouse embryonic stem cell-expressed lincRNAs (oth-lincRNAs, blue), and protein-coding genes (PCGs, green) both expressed in a same stage of embryonic neurogenesis. Fold difference of neighboring genes is calculated between the two cellular stages across neuronal differentiation, where the expression level of their reference locus (elincRNA, oth-lincRNA, or PCG) is maximal and minimal. **(B, C, D, E)** Metagene plots and distribution (figure insets) of (B) H3K4me1, (C) H3K27ac, (D) DNase I hypersensitive sites (DHSI), and (E) Crebbp ChIP-seq reads in mouse embryonic stem cells at transcription-initiation regions of multi-exonic (red) and single-exonic (grey) elincRNAs and eRNAs (yellow). Differences between groups were tested using a two-tailed Mann–Whitney *U* test. *P < 0.05; ***P < 0.001.

Consistent with their stronger association with neighboring protein-coding gene expression, chromatin signatures associated with high enhancer activity were found at enhancers that transcribe multi-exonic elincRNAs compared with those that give rise to either single-exonic elincRNAs or eRNAs. Specifically, multi-exonic elincRNA-producing enhancers were enriched for monomethylation of histone 3 lysine 4 (H3K4me1, Fig 2B), acetylation of histone 3 lysine 27 (H3K27ac, Fig 2C), and DNase I accessibility (DHSI, Fig 2D). Using a hypothesis-free approach, we found that relative to their unspliced counterparts, TIRs of multi-exonic elincRNAs were significantly enriched (false discovery rate < 0.05) for transcription factor–binding motifs required for the recruitment of the transcriptional co-activator cAMP-response element-binding protein (CREB)–binding protein (CREBBP) (Bedford et al, 2010), including Stat1, Egr1, Sp2, Smad3, and Klf5 (Table S2). For a subset of the enriched CREBBP-recruiting transcription factors with available chromatin immunoprecipitation (ChIP) sequencing data in mESCs and the CREBBP transcriptional co-activator, EP300 (Merika et al, 1998), we found experimental support for their more frequent binding at multi-exonic elincRNAs’ TIRs (Figs 2E and S1C–E). Recently, direct binding of CREBBP to enhancer-associated RNAs was demonstrated to stimulate its histone acetylation activity and induce activation of target gene transcription (Bose et al, 2017). Our findings raise the possibility that multi-exonic elincRNAs are more likely to physically interact with CREBBP than are other enhancer-derived RNAs.

Table S2 Motifs of transcription factor–binding sites enriched at transcription initiation regions of multi-exonic elincRNAs.

### Multi-exonic elincRNAs are specifically associated with changes in local chromosomal architecture

Because *cis*-regulatory interactions are dependent on local chromosomal architecture, we examined whether the observed association between elincRNA splicing and enhanced neighboring gene expression was mediated through the modulation of their local chromosomal organization.

Analysis of their relative position within mESC TADs revealed that only multi-exonic elincRNA TIRs were significantly enriched at TAD boundaries and depleted at TAD centers (*P* < 0.05, Fig 3A). This suggests that elincRNAs’ preferential location at TAD boundaries (Tan et al, 2017) is restricted to multi-exonic elincRNAs. Preferential localization of multi-exonic elincRNA-transcribing enhancers at TAD boundaries, where chromosomal looping between enhancers and promoters frequently occurs (Symmons et al, 2014; Lupianez et al, 2015), is further supported by the enriched binding of protein factors implicated in the establishment and modulation of chromosomal topology (Bonev & Cavalli, 2016). Relative to their single-exonic counterparts, multi-exonic elincRNA-producing enhancers display evidence for higher binding of Ctcf (Fig S2A), subunits of the cohesin complex (Smc1a and Smc3), its cofactor Nipbl (Fig S2B–D), and the mediator complex (Med1 and Med3) (Fig S2E and F) in mESCs.

**Figure 3.**
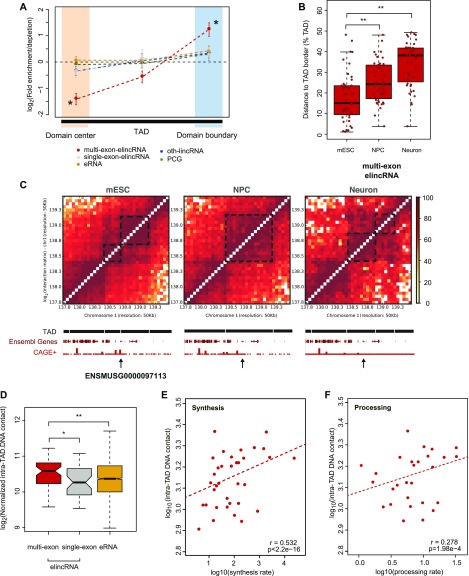
Multi-exonic elincRNAs are associated with modulation of local chromosomal architecture. **(A)** Fold enrichment or depletion of multi-exonic (red) and single-exonic (grey) elincRNAs, eRNAs (yellow), other expressed lincRNAs (blue), and protein-coding genes (green) at boundaries (light blue shaded area) and center (light yellow shaded areas) of TADs. Significant fold differences are denoted with * (*P* < 0.05, permutation test) and standard deviation is shown with error bars. **(B)** Distribution of the distance between multi-exonic elincRNA transcription-initiation sites (red) to the nearest TAD border in mouse embryonic stem cells (mESCs), neuronal precursor cells (NPCs), and neurons. **(C)** Heat map displaying the amount of chromosomal interactions, measured using Hi-C data, at regions surrounding one multi-exonic elincRNA (ENSMUSG0000097113) in mESC, NPC, and Neuron. Dotted black squares denote TAD, which is also represented by the black bars below the heat map. Gene browser view of the corresponding region displaying Ensembl gene models (dark red lines) and CAGE read density (red lines) at each cell stage. **(D)** Distribution of the average amount of chromosomal contacts within mESC TADs that contain multi-exonic (red) and single-exonic (grey) elincRNAs and eRNAs (yellow). **(E, F)** DNA–DNA contacts within multi-exonic elincRNA-containing mESC TADs (log10, y-axis) as a function of their respective (E) synthesis rate or (F) processing rate (log10, red points, Spearman’s correlation). Differences between groups were tested using a two-tailed Mann–Whitney *U* test. *P < 0.05; **P < 0.01; ***P < 0.001; NS *P* > 0.05.

**Figure S2.**
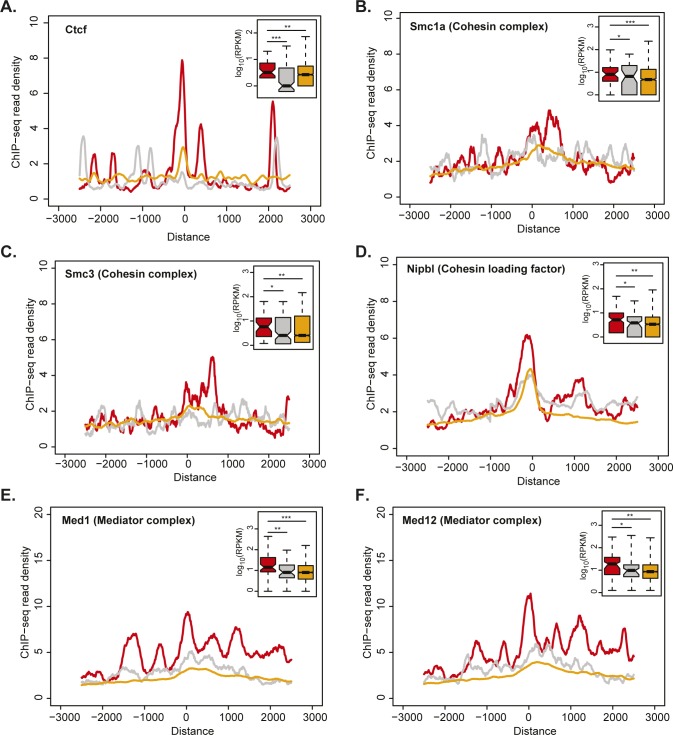
Multi-exonic elincRNAs are associated with modulation of local chromosomal architecture. **(A, B, C, D, E, F)** Metagene plots and distribution (figure insets) of (A) Ctcf, (B) Smc1a, (C) Smc3, (D) Nipbl, (E) Med1, and (F) Med12 ChIP-seq reads in mouse embryonic stem cells at transcription initiation regions of multi-exonic (red) and single-exonic (grey) elincRNAs as well as eRNAs (yellow). Differences between groups were tested using a two-tailed Mann–Whitney *U* test. *P < 0.05; **P < 0.01, ***P < 0.001.

Enhancer-associated transcripts participate in enhancer-promoter looping by recruiting Cohesin or Mediator complexes to enhancer regions, which in turn stimulate cognate target gene transcription (Lai et al, 2013; Hsieh et al, 2014). Consistent with the role of multi-exonic elincRNAs and their underlying enhancers in cell-type–specific modulation of local chromosomal structure, we found that although, on average, the location of single-exonic enhancer-derived lincRNAs and eRNAs remained relatively unchanged with respect to their nearest TAD border (Fig S3A), the distance between TAD borders and multi-exonic elincRNA TIRs increases upon cell differentiation (Fig 3B and C). Multi-exonic elincRNA transcription is strongly correlated with the presence and maintenance of TAD boundaries across differentiation, supporting cell-type–specific functions of these enhancers (Fig S3B and C). Furthermore, supporting the tissue-specific activity and functions of multi-exonic elincRNA-transcribing enhancers, we found that genes in their vicinity are enriched in genes involved in mESC pluripotency maintenance (1.73-fold enrichment, *P* < 0.05, hypergeometric test) (Xu et al, 2013) and DNA binding and RNA transcription (Fig S3D).

**Figure S3.**
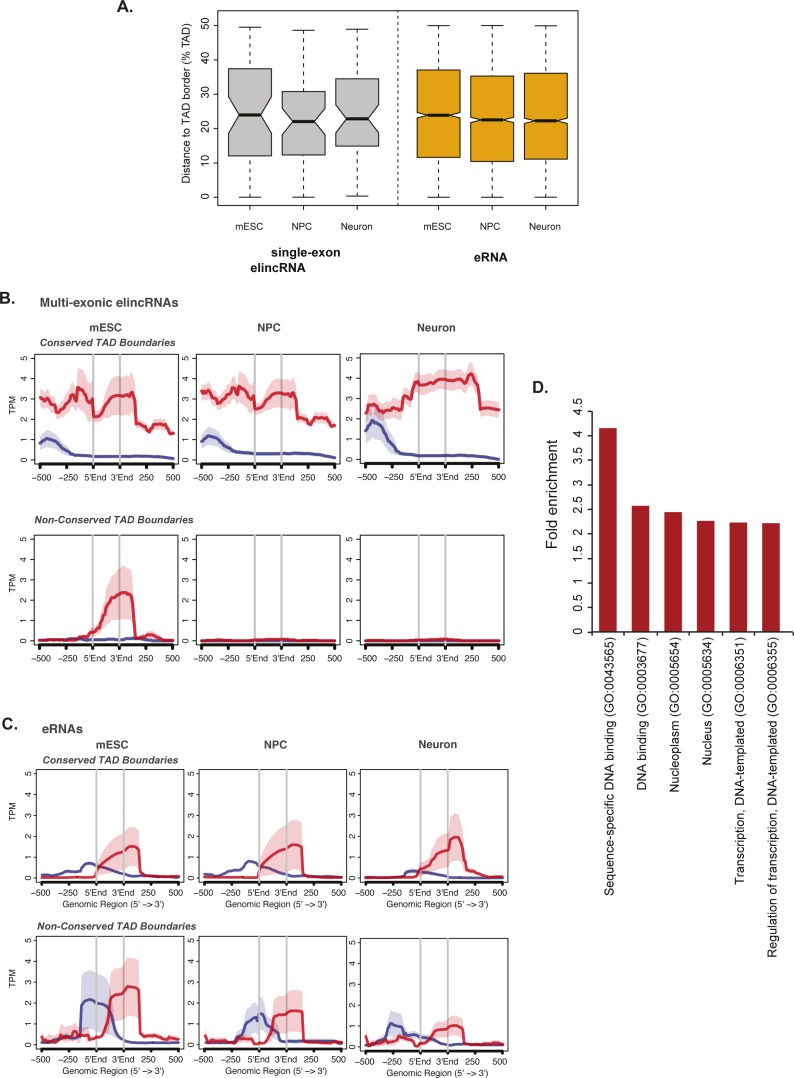
Multi-exonic elincRNAs are associated with cell-type–specific topologically associating domain (TAD) boundaries. **(A)** Distribution of the distance between single-exonic elincRNA (grey) and eRNA (yellow) transcription initiation site to their nearest TAD border in mESCs, neuronal precursor cells (NPCs), and neurons. **(B, C)** Metagene plots of cap anaysis gene expression reads centered at enhancers that transcribe (B) multi-exonic elincRNAs and (C) eRNAs and located at TAD boundaries that are either cell stage invariant (conserved) or specific (non-conserved) across embryonic neurogenesis (mESC to NPC to Neuron). Sense (red) and antisense (blue) reads denote those that map to the same or opposite strand, respectively, as the direction of their cognate transcription initiation regions. **(D)** Enrichment of gene ontology terms associated with the closest expressed protein-coding genes next to multi-exonic elincRNAs.

To assess the impact of multi-exonic elincRNA on local chromosomal architecture, we next investigated the relationship between enhancer transcription and splicing and intra-TAD DNA contact density. We found that the frequency of DNA contacts within TADs that encompass multi-exonic elincRNA loci to be significantly higher than those containing other transcribed enhancers (*P* < 0.05, two-tailed Mann–Whitney *U* test, Fig 3D, see the Materials and Methods section). Furthermore, we found that the density of local chromosomal interactions correlated with the rate of transcription (Fig 3E) and processing (Fig 3F) of multi-exonic elincRNAs.

### Activity of enhancers that transcribe multi-exonic elincRNAs is conserved

We reasoned that if splicing of enhancer-associated transcripts is biologically relevant, multi-exonic elincRNA-producing enhancers should be conserved during evolution. To test this hypothesis, we assessed the extent of enhancer conservation by overlapping the syntenic regions of transcribed mESC enhancers in humans with H1 ESC (hESC) enhancers (The ENCODE Project Consortium, 2012). We found that more than half (n = 57/100, 57%) of mESC enhancers that produce elincRNAs have conserved chromatin signatures at their syntenic regions in hESCs, a significantly higher proportion than those that produce eRNAs (n = 487/2,117, 23%, *P* < 5 × 10^−13^, two-tailed Fisher’s exact test). Furthermore, relative to enhancers that transcribe single-exonic elincRNAs, those that express multi-exonic elincRNAs are twofold enriched among conserved enhancers (*P* < 1 × 10^−4^, two-tailed Fisher’s exact test). Importantly, of the conserved enhancers with evidence of transcription in humans (n = 12/57, 21%), most give rise to multi-exonic elincRNAs in mESCs (n = 10/12, 83%), consistent with the conservation of the function and transcription of these enhancers during mammalian evolution.

### Rapid elincRNA splicing is associated with efficient transcription

We next turned our attention to the mechanisms and sequences underlying the splicing of elincRNAs. Differences in GC content between intronic and exonic sequences are known to facilitate splice site recognition and increase splicing efficiency (Amit et al, 2012). The exons and introns of elincRNAs display distinct GC contents, similar to protein-coding genes and oth-lincRNAs (Fig 4A) (Schuler et al, 2014; Haerty & Ponting, 2015). Further supporting the biological relevance of elincRNA splicing, we found that their splice site (SS)–flanking regions are enriched in splicing-associated elements, including exonic splicing enhancers (Fig 4B) and U1 snRNP-binding motifs (Fig 4C). Relative to other multi-exonic lincRNAs, elincRNAs SSs also have a higher likelihood of being recognized by the splicing machinery (Fig S4A and B). Together, these results suggest elincRNA splicing is efficient.

**Figure 4.**
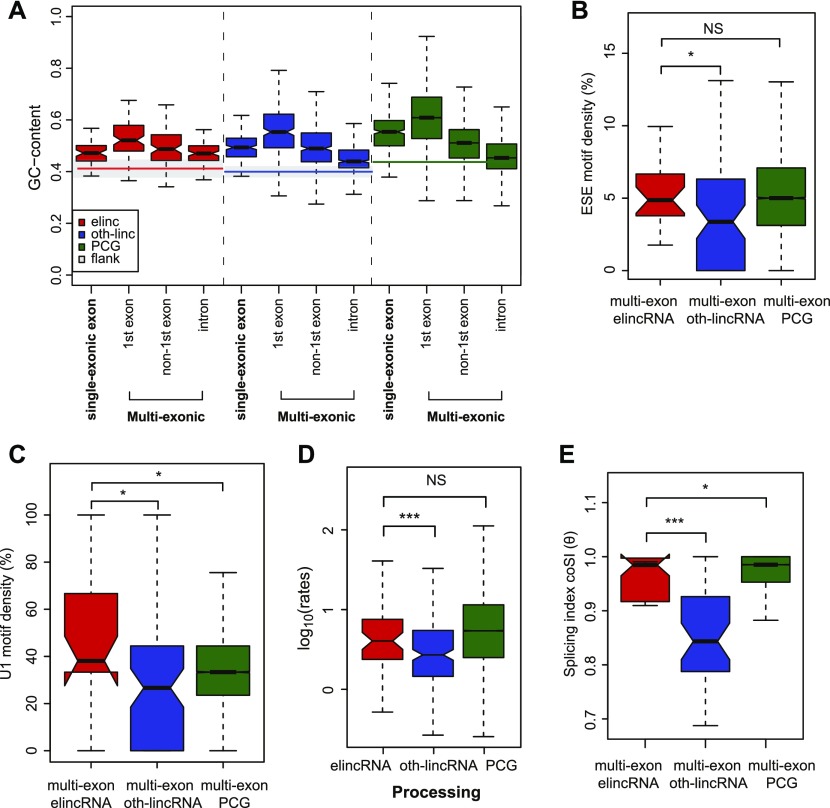
elincRNA splicing is efficient. **(A)** Distribution of the GC content of exons and introns of single- and multi-exonic elincRNAs (red), other expressed lincRNAs (blue), protein-coding genes (green), and their respective flanking regions (grey). **(B, C)** Distribution of the density of predicted (B) exonic splicing enhancers (ESEs) and (C) U1 spliceosome RNAs (snRNPs) within multi-exonic elincRNAs (red), other expressed lincRNAs (blue), and protein-coding genes (green). **(D)** Distribution of the average processing rates for elincRNAs (red), other expressed lincRNAs (blue), and protein-coding genes (green). **(E)** Distribution of the splicing index, coSI (θ) for multi-exonic elincRNAs (red), other expressed lincRNAs (blue), and protein-coding genes (green). Differences between groups were tested using a two-tailed Mann–Whitney *U* test. *P < 0.05; ***P < 0.001; NS *P* > 0.05.

**Figure S4.**
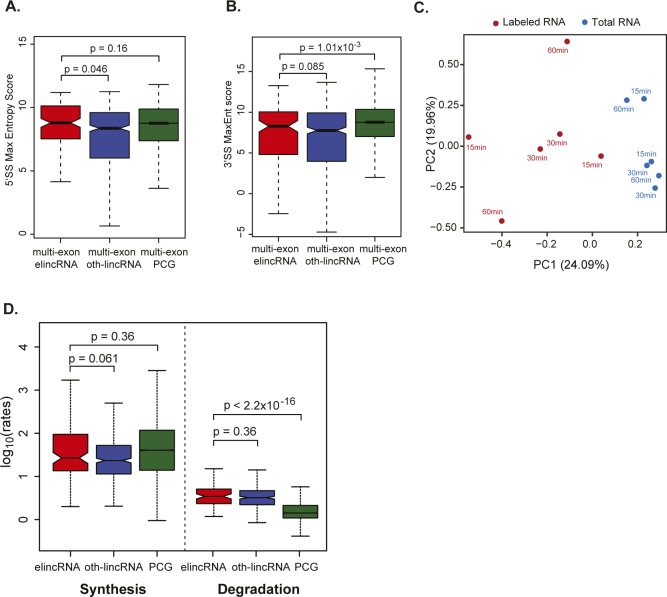
elincRNA splicing is efficient. **(A, B)** Distribution of the max entropy scores of (A) 5′ and (B) 3′ splice sites (SS) for multi-exonic elincRNAs (red), other expressed lincRNAs (blue), and protein-coding genes (green). **(C)** Principal component analysis of read counts from 4sU metabolic labeling samples of total (blue) and newly transcribed (red) RNA labeled at 15, 30, and 60 min with two biological replicates each. **(D)** Distribution of the average synthesis and degradation rates for elincRNAs (red), other expressed lincRNAs (blue), and protein-coding genes (green). Differences between groups were tested using a two-tailed Mann–Whitney *U* test.

To assess whether increased density of splicing-associated motifs at multi-exonic elincRNA reflect efficient transcript splicing at these loci, we determined their transcriptome-wide rates of splicing in mESCs. We performed 4-thiouridine (4sU) metabolic labeling of RNA for 15, 30, and 60 min. 

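The uridine analog 4sU is built into RNA made while it is in the medium, which allows newly transcribed RNA to be biotinylated and pulled down. mESCs, which are pluripotent cells of the early mouse embryo, were labeled with 200 µM 4sU in 2 biological replicates. Labeled and total RNA were sequenced at each of the 3 labeling times, giving 6 labeled and 6 total RNA libraries. The methods state an average of 50000000 single-end reads of 100 nucleotides per library, of which 36000000 on average did not map to rRNA. The authors aligned these reads to exonic and intronic sequences with STAR and quantified them with RSEM. The deposited values are abundances for the exons of 121429 transcripts and the introns of 91702 transcripts. The values of each library sum to between 19988830 and 19992901, so the values keep no record of each library's depth, and no counting error can be given. Values of 1 or less are missing, and between 146519 and 165038 values per library are present. All 480 lincRNA transcripts classed in the part of Table S3 that was read here, its first part, were matched by identifier. Of these, 109 were elincRNA transcripts of 81 genes and 371 oth-lincRNA transcripts of 285 genes. Protein-coding transcripts were all transcripts of genes annotated as protein-coding in GENCODE M1, whatever the type of the transcript itself. GENCODE M1 holds 75.1% of the Ensembl transcripts with exonic values.
Introns accounted for 10.5 ± 3.30% (SD, n = 6) of the signal in labeled RNA and 7.07 ± 0.379% (SD, n = 6) in total RNA (two-sided exact permutation test, p = 0.0303). Here n counts libraries, 3 labeling times of 2 biological replicates, so the SD also holds differences between labeling times. The labeled libraries of replicate 1 had intronic shares of 14.8% at 15 min, 9.35% at 30 min and 13.9% at 60 min. Those of replicate 2 had intronic shares of 7.24%, 10.8% and 6.99%, so at 15 and 60 min the replicates differed by more than the mean difference between labeled and total RNA. Paired by labeling time and replicate, labeled RNA was higher in all 6 pairs (exact permutation test, p = 0.0312, the smallest p that 6 pairs allow). Deviations of same-numbered labeled and total libraries correlated across transcripts at -0.0892, 0.0742 and -0.300 for 15, 30 and 60 min. With the replicate numbers crossed at 60 min, a pairing chosen after seeing this correlation, the exact permutation p of the pairs was 0.0625. The median over transcripts of the intronic share moved the difference most, to 7.20 percentage points (exact permutation test, p = 0.0303). Without replicate 1 the difference was 1.47 and without replicate 2 it was 5.41 percentage points, and 3 libraries against 3 cannot give an exact permutation p under 0.1.

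**Figure D1:**
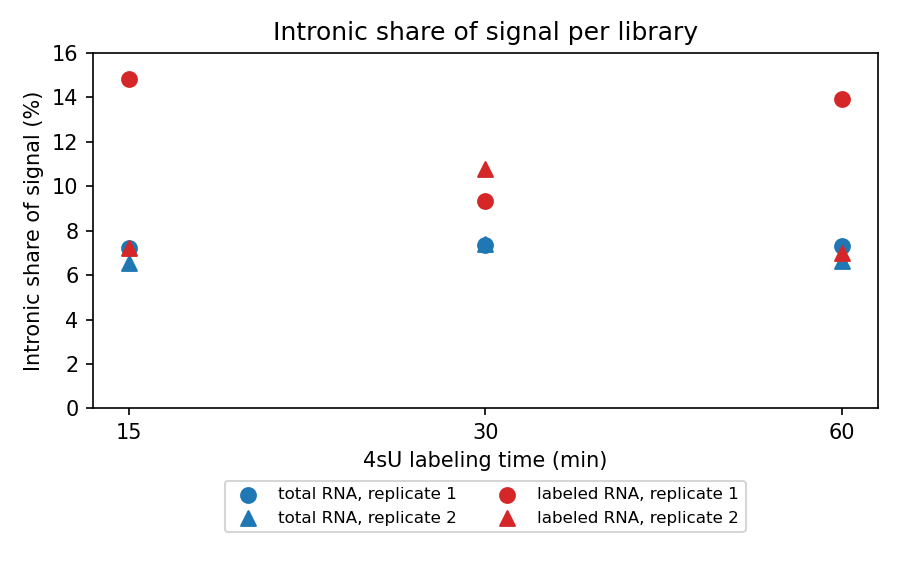
Intronic share of the signal (%) in each of the 12 libraries, by 4sU labeling time (min). Red points are labeled RNA and blue points total RNA, with circles for replicate 1 and triangles for replicate 2; labeled RNA of replicate 1 reaches 14.8% at 15 min, against 7.24% in replicate 2.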

Ribo-depleted total RNA from the total and newly transcribed fractions was sequenced and used to estimate transcriptome-wide rates of synthesis, splicing, and degradation in mESCs using INSPecT (de Pretis et al, 2015) (Fig S4C). Consistent with previous reports, lincRNAs as a class were significantly less efficiently spliced than protein-coding genes (Mele et al, 2017; Mukherjee et al, 2017). However, compared with other lincRNAs, those transcribed from enhancers were 1.5-fold more rapidly processed (Fig 4D) and a higher proportion of their introns (14%) have undergone complete splicing (Fig 4E, *P* < 0.05, two-tailed Mann–Whitney *U* test, Table S3). 

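Labeled and total libraries are scaled to the same total. Values per hour, here and for the rates below, are therefore not calibrated and serve only to compare classes. The average processing rate had a median of 6.20 per hour in 248 lincRNA transcripts of 142 genes and 9.89 per hour in 46332 protein-coding transcripts of 12820 genes. The ratio of the medians was 0.627, with a 95% interval of 0.486 to 0.741 from 1000 bootstrap draws of genes. The rates differed in a two-sided permutation test of the rank sum across transcripts (p = 1e-05, the smallest p that 100000 resamples can give). Transcripts of one gene share introns and are not independent replicates, and permuting whole genes between the classes gave the same p. Of the lincRNA transcripts, 31.5% had a rate above the protein-coding median. The ratio moved most without replicate 2, to 0.761.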

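Among transcripts with a processing rate, 56 elincRNA transcripts of 31 genes had a median of 7.73 per hour, with quartiles of 4.11 and 14.6. The 192 oth-lincRNA transcripts of 111 genes had a median of 5.53 per hour, with quartiles of 2.99 and 11.2. The ratio of the medians was 1.40, with a 95% interval of 1.00 to 2.20 from the bootstrap over genes, and the permutation test across transcripts gave p = 0.0256. The difference depended on the unit of the comparison. Permuting whole genes with all their transcripts gave p = 0.107, and the mean rate per gene gave a ratio of 1.15 (permutation test, p = 0.695). The ratio was 1.40 at 15 min alone (permutation test, p = 0.00993), 1.58 at 30 min alone (permutation test, p = 0.0102) and 1.10 at 60 min alone (permutation test, p = 0.214).
Snhg12 is the elincRNA gene with the most transcripts in this comparison, 6 of the 56, with a median rate of 35.2 per hour. Without it the ratio was 1.27 (permutation test, p = 0.194). Its transcript ENSMUST00000144705 had the highest rate among elincRNA transcripts with a rate at all 3 labeling times, 78.0 per hour. The lowest was 0.448 per hour for the Malat1 transcript ENSMUST00000173499, whose abundance in total RNA was 55400 ± 18920 (SD, n = 6) over introns and 8999 ± 3161 (SD, n = 6) over exons. This value need not mean slow splicing, as exonic signal of another Malat1 transcript may have been counted as intronic. The 5 transcripts of ENSMUSG00000097113 ranged from 3.11 to 37.2 per hour. The proportion of completely spliced introns was not analysed here.

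**Figure D2:**
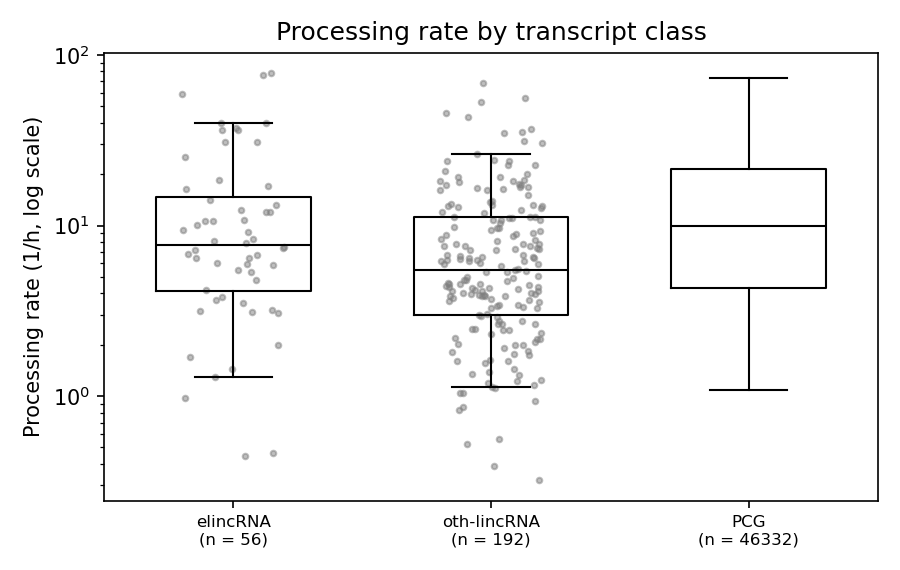
Average processing rate (per hour, log scale) of 56 elincRNA, 192 oth-lincRNA and 46332 protein-coding (PCG) transcripts. Boxes give the median and quartiles, whiskers the 5th and 95th percentiles, and points single lincRNA transcripts; the medians are 7.73, 5.53 and 9.89 per hour.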

The splicing efficiency of elincRNAs was comparable with that of protein-coding genes (Fig 4D and E). 

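The median processing rate of elincRNA transcripts was 0.782 times that of protein-coding transcripts (95% bootstrap interval 0.606 to 1.11), and the permutation test across transcripts did not separate the classes (p = 0.270). Of the elincRNA transcripts, 41.1% had a rate above the protein-coding median. The call changed with the mean rate per gene, where the ratio was 0.674 (permutation test, p = 0.0269), with the rate at 60 min alone, where it was 0.598 (permutation test, p = 0.00637), and without Snhg12, where it was 0.709 (permutation test, p = 0.0429). It did not change with whole genes permuted (permutation test, p = 0.420). With a replicate left out, the ratio was 0.722 without replicate 1 and 0.982 without replicate 2. The paper determined these rates to assess whether the density of splicing motifs at elincRNAs reflects efficient splicing.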

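The average synthesis rate had a median of 53.1 abundance units per hour in 109 elincRNA transcripts and 46.7 in 371 oth-lincRNA transcripts, a ratio of 1.14 with a 95% bootstrap interval of 0.788 to 2.06 (two-sided permutation test, p = 0.0547). With the mean rate per gene the ratio fell to the other side of 1, at 0.958 (permutation test, p = 0.659). At 15 min alone it was 1.23 (permutation test, p = 0.0298), and at 60 min alone 0.959 (permutation test, p = 0.315). Among transcripts with a mean abundance in total RNA of at least 1 TPM it was 2.24 (permutation test, p = 0.00441). With whole genes permuted, the permutation p was 0.160. The average degradation rate had a median of 6.64 per hour in 93 elincRNA transcripts and 6.48 per hour in 286 oth-lincRNA transcripts, a ratio of 1.03 with a 95% bootstrap interval of 0.830 to 1.19 (permutation test, p = 0.654). Its direction changed at 15 min alone, where the ratio was 0.958 (permutation test, p = 0.802). The direction also changed without replicate 1, at 0.970, and without replicate 2, at 0.931.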

No significant differences were found in the synthesis and degradation rates between elincRNAs and other lincRNAs (*P* > 0.05 two-tailed Mann–Whitney *U* test, Fig S4D).

Table S3 Metabolic rates of elincRNAs, including their rate of synthesis, processing, and degradation.

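The rates of Table S3 and those computed from the deposited abundances differ by 1 factor per labeling time. Table S3 holds 0.458 times the rate at 15 min, 0.629 times the rate at 30 min and 0.484 times the rate at 60 min, for synthesis, processing and degradation alike. Over the lines of Table S3 that were read here, which are its first part, no transcript deviated from its factor by more than 0.00049%. The lincRNA transcripts in those lines are those with a rate at 2 or more labeling times. A common factor per labeling time leaves the ranking of transcripts within that time as it is, and changes the weight of each time in the average.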

We found the exons of multi-exonic elincRNA evolved neutrally (Fig S5), suggesting efficient splicing of these transcripts was not maintained to preserve the assembly of evolutionarily conserved and likely functional sequence motifs within their primary transcripts. Given the well-established coupling between splicing and transcription (Brinster et al, 1988; Le Hir et al, 2003) and higher splicing efficiency of elincRNA 5′ exons (Fig 5A, *P* < 0.05, two-tailed Mann–Whitney *U* test), which was not detected for mRNAs or oth-lincRNAs (Fig 5A), we questioned if splicing was instead associated with higher transcription of multi-exonic elincRNA loci. 

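The average synthesis rate had a median of 106 abundance units per hour in 63 transcripts of 35 multi-exonic elincRNA genes, with quartiles of 31.2 and 697. The 46 single-exonic elincRNA transcripts, each of a different gene, had a median of 39.0 units per hour, with quartiles of 23.3 and 73.0. The ratio of the medians was 2.73, with a 95% bootstrap interval over genes of 0.941 to 10.5, and the two-sided permutation test across transcripts gave p = 0.00177. Permuting whole genes gave p = 0.143, and the mean rate per gene gave a ratio of 1.82 (permutation test, p = 0.127). Among transcripts with at least 1 TPM in total RNA, 34 multi-exonic and only 7 single-exonic, the ratio was 2.86 (permutation test across transcripts, p = 0.0284). Whole genes were not permuted in this subset. Without Snhg12 it was 1.64 (permutation test, p = 0.0138). In oth-lincRNAs, the median was 51.4 units per hour in 209 multi-exonic transcripts and 39.1 in 162 single-exonic transcripts, a ratio of 1.32 (permutation test, p = 0.00663). There, permuting whole genes gave p = 0.0939, the mean rate per gene gave a ratio of 1.34 (permutation test, p = 0.0205), and among transcripts with at least 1 TPM the ratio was 0.922 (permutation test, p = 0.418). The multi-exonic elincRNA transcript with the highest synthesis rate at each labeling time was ENSMUST00000173523 of Malat1, at 70080 units per hour on average. The single-exonic elincRNA transcript with the highest average rate was TCONS_00041021, at 400.1 units per hour.

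**Figure D3:**
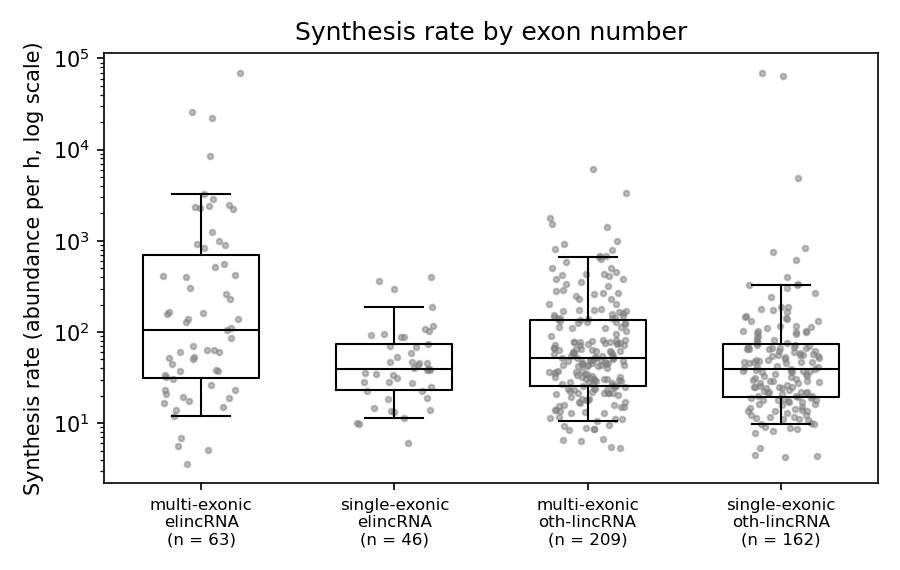
Average synthesis rate (abundance units per hour, log scale) of multi-exonic and single-exonic transcripts of elincRNAs and oth-lincRNAs. Boxes give the median and quartiles, whiskers the 5th and 95th percentiles, and points single transcripts; the multi-exonic elincRNA transcripts have a median of 106 and quartiles of 31.2 and 697.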

Consistent with this hypothesis, we found multi-exonic elincRNA transcripts were more rapidly synthesized than their single-exonic counterparts (Fig 5B). This higher transcriptional activity was further supported by elevated levels of engaged RNA Polymerase II (RNAPII, Fig 5C) at their TIRs and lower RNAPII promoter-proximal stalling relative to other noncoding transcripts, as shown by their relatively low ratio between RNAPII reads mapping to their TIR relative to their gene body (Travelling Ratio, Fig 5D, *P* < 0.05, two-tailed Mann–Whitney *U* test, see the Materials and Methods section). Furthermore, relative to other non-spliced ncRNAs, multi-exonic elincRNA TIRs and gene bodies were enriched in phosphorylated serine 5 (S5P) and serine 2 (S2P) (Fig 5E and F) at RNAPII C-terminal domain, respectively, further supporting their high transcription initiation (Ho & Shuman, 1999), efficient transcription elongation, and co-transcriptional splicing (Komarnitsky et al, 2000; Gu et al, 2013).

**Figure S5.**
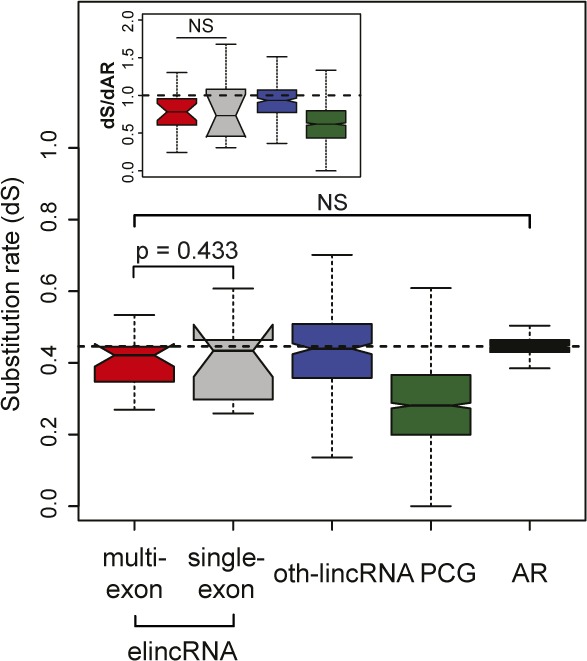
elincRNA exons evolve neutrally. Mouse–human pairwise substitution rate for exons of multi-exonic (red) and single-exonic (grey) elincRNAs, other expressed lincRNAs (blue), protein-coding genes (green), and their nearby ancestral repeats (ARs, black). Substitution rates relative to proximal ARs are shown in figure inset.

**Figure 5.**
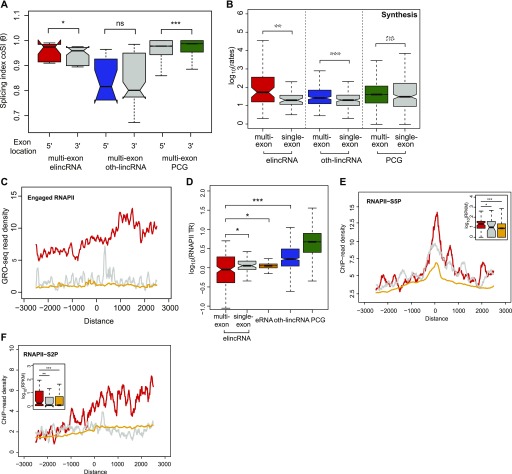
elincRNA 5′ end exon splicing associates with increased transcription. **(A)** Distribution of the splicing index, coSI (θ) of introns located at the 5′ or 3′ ends of multi-exonic elincRNAs (red), other expressed lincRNAs (blue), and protein-coding genes (green). **(B)** Distribution of the RNA synthesis rates of multi-exonic elincRNAs (red), other expressed lincRNAs (blue), and protein-coding genes (green), as well as their single-exonic counterparts (grey). **(C)** Metagene plot of mouse embryonic stem cells GRO-seq reads centered at transcription initiation region of multi-exonic (red) and single-exonic (grey) elincRNAs and eRNAs (yellow). **(D)** Distribution of RNAPII travelling ratio (TR) for multi-exonic (red) and single-exonic (grey) elincRNAs, eRNAs (yellow), other expressed lincRNAs (blue), and protein-coding genes (green). **(E, F)** Metagene plots and distribution (figure insets) of ChIP-seq reads for RNAPII with (E) phosphorylated serine 5 (S5P) and (F) phosphorylated serine 2 (S2P) at their C-terminal domain centered at transcription initiation regions of multi-exonic (red) and single-exonic (grey) elincRNAs and eRNAs (yellow). Differences between groups were tested using a two-tailed Mann–Whitney *U* test. *P < 0.05; **P < 0.01; ***P < 0.001; NS *P* > 0.05.

## Discussion

Although most active enhancers show no preference in the direction of transcription initiation or elongation and produce short and unstable eRNAs bidirectionally (Andersson et al, 2014), a fraction is expressed predominantly in one direction and give rise to elincRNAs that can be spliced (Marques et al, 2013; Hon et al, 2017). Whether differences in the directionality and transcript structure of enhancer-associated transcription underlie differences in enhancer activity remains unknown. Here, we address this question and provide evidence that enhancer-associated transcript splicing directly impact cognate enhancer function. Specifically, we found that elincRNAs, particularly those that undergo splicing, are transcribed from enhancers whose activity was conserved during mammalian evolution and are highly active. The association between elincRNA splicing and cognate enhancer activity is supported by their enrichment in enhancer epigenetic signatures; greater fold increase in putative *cis*-target expression; and the modulation of local chromosomal architecture. Our results in mouse are also consistent with recent work in human cells, which also supports that multi-exonic lincRNAs are often transcribed from highly active enhancers (Gil & Ulitsky, 2018). Given the paucity of evidence supporting a sequence-dependent mechanism for most elincRNAs and their poor exonic nucleotide conservation, unexpectedly, we found splicing of elincRNAs is efficient.

The coupling between splicing and transcription at multi-exonic elincRNAs, particularly those at promoter-proximal exons, is also consistent with the well-established synergy between splicing and transcription (Furger et al, 2002; Damgaard et al, 2008). Our results expand on these earlier findings and reveal a novel link between elincRNA splicing and enhancer activity that in turn impact target expression. We propose that higher enhancer transcription facilitates the binding of molecular factors, such as CREBBP, the Cohesin and Mediator complexes, at their cognate enhancers, which were recently shown to induce local chromatin remodeling and conformation in an RNA-dependent manner (Lai et al, 2013; Hsieh et al, 2014; Bose et al, 2017), ultimately leading to the stronger enhancer activity observed at these loci (Fig 6).

**Figure 6.**
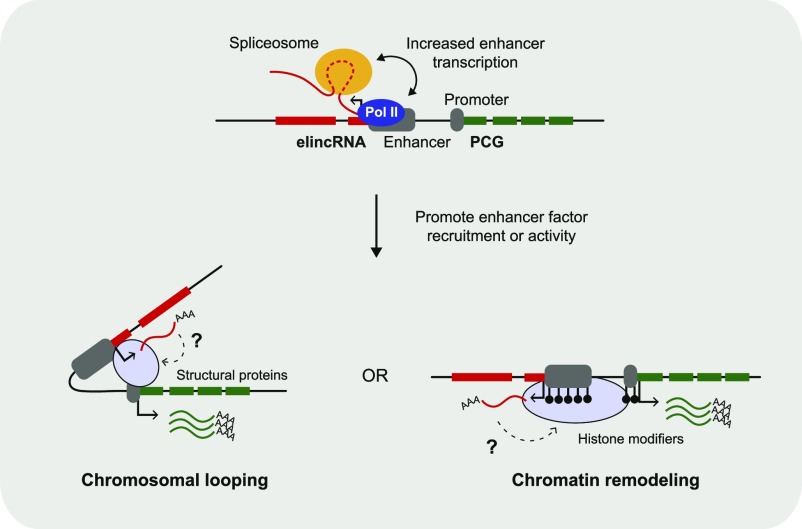
Proposed model of how elincRNA splicing strengthens enhancer activity through chromatin remodeling. (Top panel) Enhancers (large grey box) can be transcribed by RNA Polymerase II (Pol II, blue circle) and give rise to multi-exonic elincRNA (red boxes) transcripts (red line) whose introns (dashed red line) are co-transcriptionally spliced (spliceosome, yellow circle). The synergistic interaction between elincRNA splicing and Pol II activity increases enhancer transcription, which in turn strengthens *cis*-regulation of nearby protein-coding gene targets (PCG, green, promoter as small grey box). (Bottom panel) Increased elincRNA transcription promotes RNA-dependent recruitment or activity of enhancer factors, for example: (left) structural proteins (blue shaded circle) or and (right) histone modifiers (blue shaded oval). The mechanism by which multi-exonic elincRNAs interact with enhancer factors remains unknown (question mark).

We further propose that some enhancers associated with eRNA transcription (Andersson et al, 2014), which generally turn over rapidly during mammalian evolution (Villar et al, 2015), have evolved molecular features, including splicing that strengthened their transcription and led to increased cognate enhancer activity by facilitating the recruitment of enhancer factors in a RNA-dependent manner (Fig 6). This is in concordance with evidence that novel exon-containing transcript isoforms show increased expression (Merkin et al, 2015) and that the acquisition of splicing and polyadenylation signals at newly evolved transcriptional initiation sites, which are intrinsically bidirectional (Jin et al, 2017), can favor the preservation of the preferred transcription direction (Almada et al, 2013; Carelli et al, 2018).

Further work is now required to establish the mechanisms underlying the evolution of efficient splicing of elincRNAs and how the processing of these transcripts facilitates recruitment of enhancer factors. Furthermore, inhibition or enhancement of splicing can be achieved through targeted approaches, such as using small molecules or antisense oligos (Spitali & Aartsma-Rus, 2012). Our results open new avenues for modulating enhancer activity through targeting elincRNA processing.

## Materials and Methods

### Identification of enhancer-associated transcripts

We considered mESC ENCODE intergenic enhancers (61,877 mESCs enhancers) (Bogu et al, 2015) to be transcribed if they overlapped DNase I–hypersensitive sites (Mouse ENCODE Consortium et al, 2012) and a cap anaysis gene expression (CAGE) cluster (Fraser et al, 2015) in the corresponding cell type (n = 2,217). We considered all mESC-expressed lincRNAs (Tan et al, 2015) and Ensembl-annotated protein-coding genes (version 70) with at least one CAGE read overlapping (by > 1 nucleotide) their first exon and an mESC CAGE cluster on the same strand. One hundred transcribed enhancers overlapped lincRNA CAGE clusters (Table S1). The remaining CAGE clusters were TIRs associated with 13,143 protein-coding genes and 317 other non–enhancer-associated mESC-expressed lincRNAs (oth-lincRNAs).

Metagene profiles of CAGE reads centered at mESC enhancers and gene TIRs were plotted using NGSplot (Shen et al, 2014). Sense and antisense reads denote those that map to the same or opposite strand, respectively, as the direction of their cognate CAGE clusters. For eRNAs, direction is defined as the direction with the highest number of CAGE clusters. In cases of equal CAGE clusters on either direction, enhancer direction is randomly assigned.

eRNAs were included only in analyses that do not require transcript models because eRNAs, by definition, are non-polyadenylated, unspliced, and shorted-lived (Kim et al, 2010).

We annotated a larger set of elincRNAs using a more permissive criterion by considering all mESC lincRNAs whose 5′ end is within 500 bp of an enhancer to be enhancer-derived. Using this approach, we identified 211 multi-exonic and 1,772 single-exonic elincRNAs. Corresponding figures for the analysis of this more comprehensive yet less stringent set of elincRNAs can be found in the Supplemental Data 1.

### Metagene analysis of binding enrichment at elincRNAs

Enrichment of histone modifications, transcription factor binding, and gene expression levels were assessed using publicly available mESC ChIP-seq and RNA-seq data sets. Downloaded data sets are listed in Table S4.

Table S4 Publicly available data sets used in the analysis.

For all downloaded data sets, adaptor sequences were first removed from sequencing reads with Trimmomatic (version 0.33) (Bolger et al, 2014) and then aligned to the mouse reference genome (mm9) using HISAT2 (version 2.0.2) (Kim et al, 2015).

Metagene profiles of sequencing reads centered at gene TIRs were visualized using HOMER v4.7 (Heinz et al, 2010).

### Analysis of preferential location and chromosomal contact within TADs

mESC TADs (Fraser et al, 2015) were divided into five equal size segments where the two most external bins on either side of the TAD were considered as TAD boundaries and the middle bin as the center of TAD. Enrichment or depletion of enhancer-associated transcripts was estimated for each TAD region, relative to the expectation, using the Genome Association Tester (Heger et al, 2013). Specifically, TAD positional enrichment was compared with a null distribution obtained by randomly sampling 10,000 times (with replacement) the segments of the same length and matching the GC content as the tested loci within mappable intergenic regions of TADs (as predicted by ENCODE [Hoffman et al, 2013]). To control for potential confounding variables that correlate with the GC content, such as gene density, the genome was divided into segments of 10 kb and assigned to eight isochore bins in the enrichment analysis. The frequency of chromosomal interactions within TADs was calculated using mESCs Hi-C contact matrices (Fraser et al, 2015), as previously described (Tan et al, 2017).

### Enhancer activity across embryonic neurogenesis

Level of gene transcription initiation (CAGE-based TPM (transcripts per kilobase million) at TIRs) at each of the three stages of neuronal differentiation (mESC to NPC to neuron) was downloaded from Fraser et al (2015). Each locus was paired with its genomically closest protein-coding gene, considered here as its putative *cis*-target. Only pairs where both loci were expressed in at least one embryonic neurogenesis stage were considered. For each gene, the two stages where the locus of interest was most highly or lowly expressed were determined and used to calculate the fold difference between the expression difference of its putative *cis*-target, as described previously (Marques et al, 2013).

### Prediction of enriched transcription factor motifs at mESC enhancers

We predicted DNA motifs for transcription factors enriched at multi-exonic elincRNA TIRs (±500 bp from the center of TIRs) relative to those that transcribe single-exonic elincRNAs and eRNAs. Enrichment of motifs of at least 8mer was predicted using FIMO (Grant et al, 2011). Enriched motifs matching with known transcription factor–binding sites (JASPAR 2016 [Mathelier et al, 2016]) were predicted using TOMTOM (Gupta et al, 2007) with default parameters.

### 

### Expression conservation analysis

Syntenic regions of mESC (mm9) genetic elements in human (hg19) were determined using liftOver with the following parameters: -minMatch = 0.2, -minBlocks = 0.01 (Meyer et al, 2013). Regions within the ENCODE Data Analysis Consortium Blacklisted Regions (Hoffman et al, 2013) were excluded from this analysis.

We considered all transcribed mESC ENCODE intergenic enhancers (Bogu et al, 2015) to be conserved in enhancer activity if their syntenic region overlaps human ESC H1 (hESC) ENCODE enhancers (Bogu et al, 2015) by one or more base pairs. Conservation of elincRNA transcription and splicing at syntenic mESC enhancers in humans was assessed using hESC CAGE (Hon et al, 2017) and PolyA-selected RNA-seq (The ENCODE Project Consortium, 2012) data. Conserved hESC enhancers that overlapped an hESC CAGE cluster and RNA-seq reads were considered to be conserved in transcription. Those that overlapped RNA-seq reads that span across exon–intron junctions were considered to be conserved in splicing.

### 4sU metabolic labeling of mESCs and RNA extraction

Mouse DTCM23/49 XY mESCs were cultured at 37°C with 5% CO_2_ in Knockout DMEM (#10829-018; Thermo Fisher Scientific) supplemented with 15% FBS (#16000-044; Thermo Fisher Scientific), 1% antibiotic penicillin/streptomycin (15070063; Thermo Fisher Scientific), 0.01% recombinant mouse leukemia inhibitory factor protein (#ESG1107; Merck), and 0.06 mM 2-mercaptoethanol (#31350-010; Thermo Fisher Scientific), on 0.1% gelatin-coated cell culture dishes. When confluent, the culture was divided into two and passaged eight times. Five million mESCs of two biological replicates were seeded and allowed to grow to 70–80% confluency (∼1 d). RNA was labeled with 4sU (T4509; Sigma-Aldrich) and nascent RNA was isolated after the general procedure as previously described (Dolken et al, 2008). Specifically, 4sU was added to the growth medium (final concentration of 200 μM), and the cells were incubated at 37°C for 15, 30, or 60 min. The plates were washed once with 1× PBS and RNA was extracted using TRIzol (#15596-026; Thermo Fisher Scientific). 100 μg of extracted RNA was incubated for 2 h at room temperature with rotation in 1/10 volume of 10× biotinylation buffer (Tris–HCl pH 7.4, 10 mM EDTA) and 2/10 volume of biotin-HPDP (1 mg/ml in dimethylformamide [#21341; Thermo Fisher Scientific]). RNA was extracted using phenol:chloroform:isoamyl alcohol (P3803-400ML; Sigma-Aldrich). Equal volume of biotinylated RNA and prewashed Dynabeads MyOne Streptavidin T1 beads (#65601; Thermo Fischer Scientific) was added to 2× B&W buffer (10 mM Tris–HCl, pH 7.5, 1 mM EDTA, and 2M NaCl [#65601; Thermo Fisher Scientific]) and incubated at room temperature for 15 min under rotation. The beads were then separated from the mixture using DynaMag-2 Magnet (#12321D; Thermo Fisher Scientific). After removing the supernatant, the beads were washed with 1× B&W three times. Biotinylated RNA was recovered from the supernatant after 1 min of incubation with RLT buffer (RNeasy kit, #74104; QIAGEN) and purified using the RNeasy kit according to the manufacturer’s instructions.

### RNA sequencing, mapping, and quantification of metabolic rates

Total RNA libraries were prepared from 10 ng of DNase-treated total and newly transcribed RNA using Ovation RNA-seq and sequenced on Illumina HiSeq 2500 (average of 50 million reads per library).

Hundred-nucleotide-long single-end reads were first mapped to mouse ribosomal RNA (rRNA) sequences with STAR v2.5.0 (Dobin et al, 2013). On average, 20% of reads were mapped to rRNA reads. Reads that do not map to rRNA (36 million on average) were then aligned to intronic and exonic sequences using STAR and quantified using RSEM (Li & Dewey, 2011). 

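Principal components were computed on log2(value + 1) of the 45537 transcripts with a mean exonic abundance of at least 20 (about 1 TPM). The first component held 24.5% of the variance and the second 22.7%. On the first, labeled libraries scored 50.6 ± 44.2 (SD, n = 6) and total libraries -50.6 ± 34.7 (SD, n = 6; two-sided exact permutation test, p = 0.00433). Of the 6 labeled libraries, 5 scored above every total library. The exception was the labeled library of replicate 2 at 15 min, at -16.0, below the highest total library at -5.41. Across the 6 labeled and 6 total libraries, 7888 transcripts differed (limma with Benjamini-Hochberg adjustment, adjusted p under 0.05), of which 2403 were higher and 5485 lower in labeled RNA. With labeling time and replicate as a block, 7322 transcripts differed, 7062 of them shared with the fit without the block. With either replicate left out, limma called 0 or 7 transcripts. In simulated data it recovered 0 of 200 changes with 3 libraries against 3. That simulation changed far fewer of the 45537 transcripts than the 7888 called here, so it cannot say how many calls to expect.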

Principal component analysis of read counts was performed to demonstrate separation between newly transcribed (labeled) and total RNA (Fig S1D). Rates of synthesis, processing, and degradation were independently inferred using biological duplicates at each labeling points using the INSPEcT Bioconductor package v1.8.0 (de Pretis et al, 2015). 

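From the deposited abundances, the synthesis rate was taken as the exonic abundance in labeled RNA divided by the hours of labeling. The processing rate was taken as the synthesis rate divided by the intronic abundance in total RNA, and the degradation rate as the synthesis rate divided by the difference between exonic and intronic abundance in total RNA. Each used the mean of the 2 replicates and took no account of degradation during labeling. A degradation rate was left missing where that difference was not positive, and a processing rate where the introns had no value. These rates therefore cover part of each class, with a degradation rate for 93 of 109 elincRNA and 286 of 371 oth-lincRNA transcripts. A synthesis rate was obtained at all 3 labeling times for 72700 transcripts. Their rate at 15 min was a median 4.24 times that at 60 min, with quartiles of 3.63 and 4.97. The exonic abundance in labeled RNA at 60 min was a median 0.944 times that at 15 min, since each library is scaled to the same total. An average over the labeling times computed in this way is therefore weighted toward 15 min. Median processing rates fell from 18.64 per hour at 15 min to 4.34 at 60 min, and median degradation rates from 4.946 to 1.194. The values per hour thus depend on the labeling time and on the scaling, and are not calibrated rates.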

Biotype differences in the average rate across the three labeling times were used in the analyses (Table S2).

### GC composition

Only mESC genes with multi-exonic transcripts (two or more exons) were considered for this analysis. We computed GC content separately for the first and all remaining exons, as well as the introns, for each gene and their flanking intergenic sequences of the same length, after excluding the 500 nucleotides immediately adjacent to annotations, as previously described (Haerty & Ponting, 2015).

### Identification of splicing-associated motifs

We predicted the density of mouse exonic splicing enhancer motifs (identified in Fairbrother et al (2002)) within mESC transcripts, as described previously (Haerty & Ponting, 2015). Exonic nucleotides (50 nt) flanking the SSs of internal transcript exons (>100 nt) were considered in the analysis, after masking the 5 nt immediately adjacent to SS to avoid SS-associated nucleotide composition bias (Fairbrother et al, 2002; Yeo & Burge, 2004). Canonical U1 sites (GGUAAG, GGUGAG, and GUGAGU) adjacent to 5′ SSs (three exonic nt and six intronic nt flanking the 5′ SS) were predicted as previously described (Almada et al, 2013). FIMO (Grant et al, 2011) was used to search for perfect hexamer matches within these sequences. For each exon, we estimated the SS strength using MaxENT (Yeo & Burge, 2004). SS scores were calculated using the −3 exonic nt to +6 intronic nt and −20 intronic nt to +3 exonic nt flanking the 5′ SS and 3′ SS, respectively.

### Splicing efficiency

The efficiency of splicing was assessed by estimating the fraction of transcripts for each gene where its introns were fully excised using bam2ssj (Pervouchine et al, 2013). The splicing index, coSI (θ), represents the ratio of total RNA-seq reads spanning exon–exon splice junctions (excised intron) over those that overlap exon–intron junctions (incomplete excision) (Tilgner et al, 2012).

### RNAPII stalling

Distribution of RNAPII across the gene TIR and body, commonly used as an indicator of promoter-proximal RNAPII stalling and efficient transcription elongation, was estimated by calculating the travelling ratio and by using mESC RNAPII ChIP-seq data (Brookes et al, 2012). The travelling ratio represents relative read density at gene TIRs divided by that across the gene body (Reppas et al, 2006).

### Statistical tests

All statistical analyses were performed using the R software environment for statistical computing and graphics (R Development Core Team, 2008).

### Data access

The raw and processed 4sU sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus under accession number GSE111951. Most analyses were performed using standard publicly available command-line tools, as detailed in the Materials and Methods section.

## Supplementary Material

Reviewer comments

# Supplementary material for: Splicing of enhancer-associated lincRNAs contributes to enhancer activity
**Source:** Life Sci Alliance. 2020 Feb 21;3(4):e202000663. doi: 10.26508/lsa.202000663
**Supplement:** Supplementary file 2

**SUPPLEMENTARY NOTE**

Given the relatively small number of stringently annotated elincRNAs, we investigated if the observed association between elincRNA splicing and enhancer activity could be recapitulated using a larger set of elincRNAs that we annotated using a more permissive criterion. Specifically, we considered a mESC lincRNA to be transcribed from an intergenic enhancer if its 5’end is within 500 bp of the enhancer. Using this approach, we identified 1983 elincRNAs of which 211 are multi-exonic (Supplementary Note Figure 1). Similarly, non-enhancer associated mESC-expressed lincRNAs (oth-lincRNAs, n=891) and protein-coding genes (n=14329) were defined as transcripts whose annotated 5'end is within 500 bp of a promoter (Supplementary Note Figure 1). We compared the chromatin signatures at enhancers associated with these transcripts to all remaining mESC enhancers. In general, we found enhancers that give rise to multi-exonic elincRNAs are associated with enriched enhancer chromatin signatures (Supplementary Note Figure 2), stronger impact on target expression (Supplementary Note Figure 2), preferential location at TAD boundaries and increased local chromosomal interaction (Supplementary Note Figure 3). Multi-exonic elincRNAs are also efficiently processed (Supplementary Note Figure 4), and splicing of 5'end exons is associated with increased transcription (Supplementary Note Figure 5), consistent with our previous analysis of the stringently defined set of elincRNAs.

Compared to the stringently defined set of elincRNAs presented in the main text, we found an overall reduction in the signal supporting the association between elincRNA splicing to their cognate enhancer activity. We attribute this reduction, that does not impact the conclusions, to the fact that elincRNAs in the extensive set were defined based on their proximity to active enhancers with a lack of well-defined and experimentally determined transcriptional start site (i.e using CAGE reads). This likely explains why elincRNA splicing and DNA-DNA contact density are still correlated but this correlation is no longer significant using the extensive set of elincRNAs (Figure 3B, D, E and Supplementary Note Figure 3B, D, E).

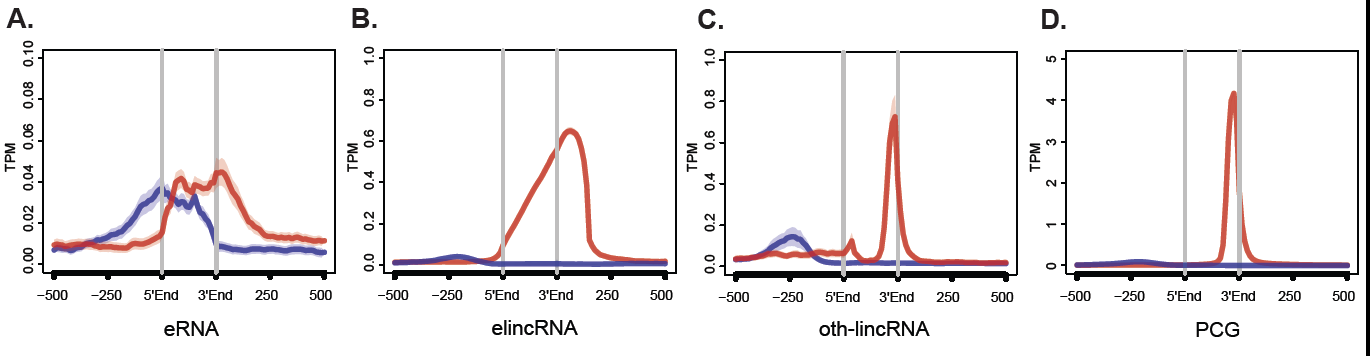

**Supplementary Note Figure 1. Extensive annotations of elincRNAs.** Metagene plots of CAGE reads centered at transcription initiation regions (TIRs) of (A) eRNAs, and promoters (estimated as -500bp to annotated gene TSS) of (B) elincRNAs, (C) other mESC-expressed lincRNAs (oth-lincRNAs) and (D) protein-coding genes (PCGs). Sense (red) and antisense (blue) reads denote those that map to the same or opposite strand, respectively, as the direction of their cognate TIRs/promoters.

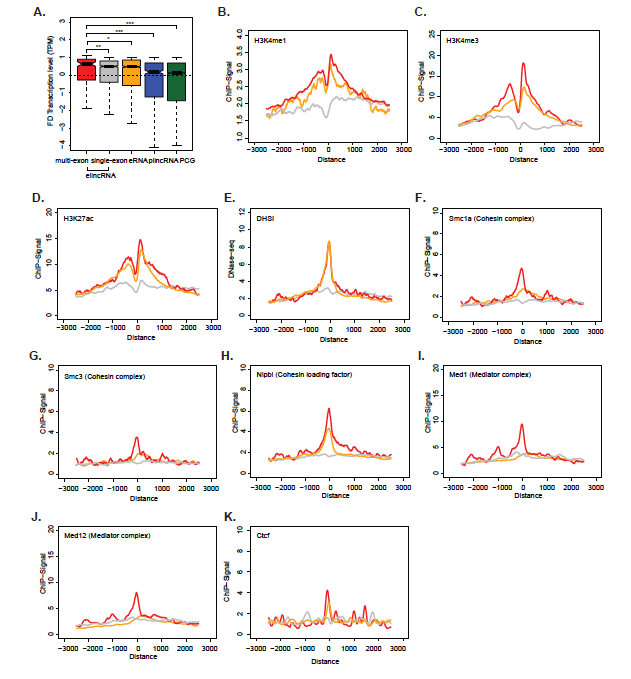

**Supplementary Note Figure 2. Multi-exonic elincRNAs are associated with higher enhancer activity.** (A) Distribution of the fold difference (FD) in transcription (measured as CAGE TPM) of the most proximal gene to multi-exonic (red) and single-exonic (grey) elincRNAs, eRNAs (yellow), other mESC-expressed lincRNAs (oth-lincRNAs, blue) and protein-coding genes (PCGs, green) both expressed in a same stage of embryonic neurogenesis. Fold difference of neighboring genes is calculated between the two cellular stages across neuronal differentiation, where the expression level of their reference locus (elincRNA, oth-lincRNA, or PCG) is maximal and minimal. Metagene plots of (B) H3K4me1, (C) H3K4me3, (D) H3K27ac, (E) DNase I hypersensitive sites (DHSI), (F) Smc1a, (G) Smc3, (H) Nipbl, (I) Med1, (J) Med12 and (K) Ctcf at transcription initiation regions of multi-exonic (red) and single-exonic (grey) elincRNAs, and eRNAs (yellow). Differences between groups were tested using a two-tailed Mann-Whitney *U* test. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; NS *p* > 0.05.

**
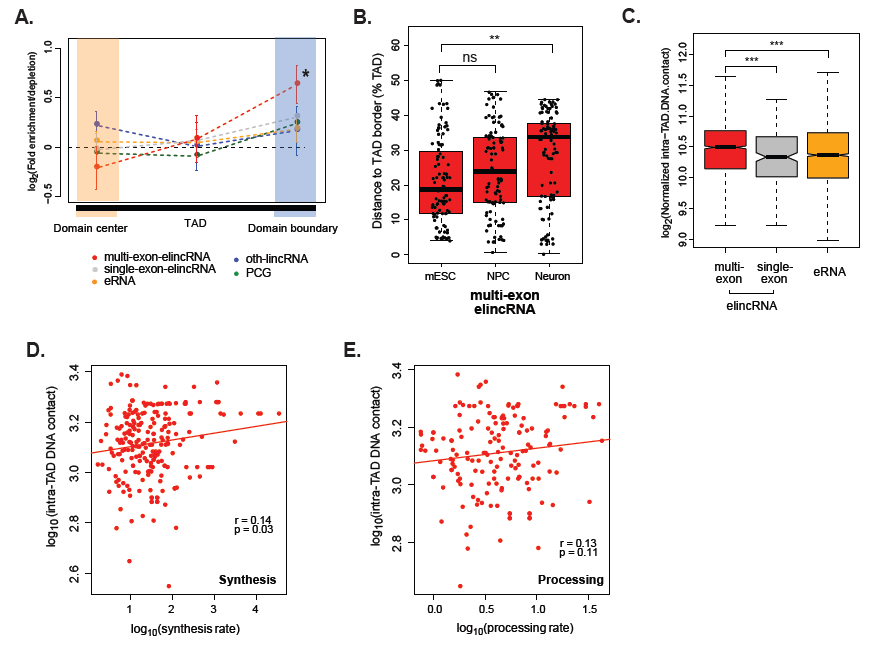
**

**Supplementary Note Figure 3. Multi-exonic elincRNAs are associated with modulation of local chromosomal architecture.** (A) Fold enrichment or depletion of multi-exonic (red) and single-exonic (grey) elincRNAs, eRNAs (yellow), other expressed lincRNAs (blue) and protein-coding genes (green) at boundaries (light blue shaded area) and center (light yellow shaded areas) of TADs. Significant fold differences are denoted with *(*p*<0.05, permutation test) and standard deviation is shown with error bars. (B) Distribution of the distance between multi-exonic elincRNA promoter (red) to the nearest TAD border in mESCs, neuronal precursor cells (NPCs) and neurons. (C) Distribution of the average amount of chromosomal contacts within mESC TADs that contain multi-exonic (red) and single-exonic (grey) elincRNAs and eRNAs (yellow). DNA-DNA contacts within multi-exonic elincRNA-containing mESC TADs (log10, Y axis) as a function of their respective (D) synthesis rate or (E) processing rate (log10, red points, Spearman’s correlation). Differences between groups were tested using a two-tailed Mann-Whitney *U* test. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; NS *p* > 0.05.

**
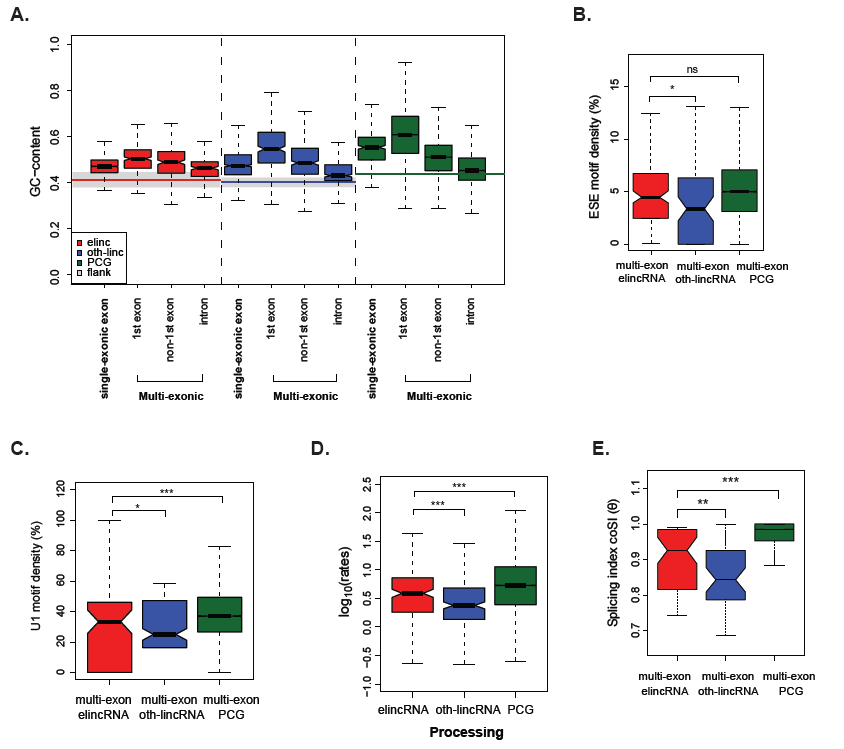
Supplementary Note Figure 4. elincRNA splicing is efficient.** (A) Distribution of the GC-content of exons and introns of single- and multi-exonic elincRNAs (red), other expressed lincRNAs (blue), protein-coding genes (green) and their respective flanking regions (grey). Distribution of the density of predicted (B) exonic splicing enhancers (ESEs) and (C) U1 spliceosome RNAs (snRNPs) within multi-exonic elincRNAs (red), other expressed lincRNAs (blue) and protein-coding genes (green). (D) Distribution of the average processing rates for elincRNAs (red), other expressed lincRNAs (blue) and protein-coding genes (green). (E) Distribution of the splicing index, coSI (θ) for multi-exonic elincRNAs (red), other expressed lincRNAs (blue) and protein-coding genes (green). Differences between groups were tested using a two-tailed Mann-Whitney *U* test. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; NS *p* > 0.05.

**
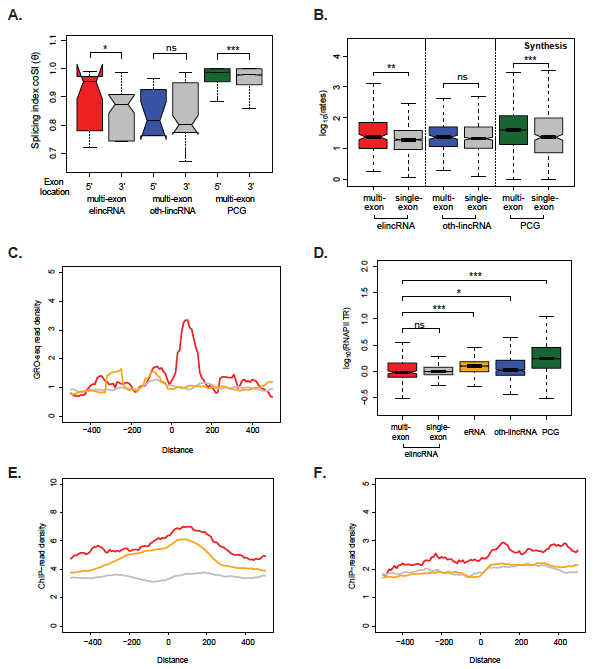
Supplementary Note Figure 5. elincRNA 5’end exon splicing associates with increased transcription.** (A) Distribution of the splicing index, coSI (θ) of introns located at the 5' or 3' ends of multi-exonic elincRNAs (red), other expressed lincRNAs (blue) and protein-coding genes (green). (B) Distribution of the RNA synthesis rates of multi-exonic elincRNAs (red), other expressed lincRNAs (blue) and protein-coding genes (green), as well as their single-exonic counterparts (grey). (C) Metagene plot of mESCs GRO-seq reads centered at transcription initiation regions (TIRs) of multi-exonic (red) and single-exonic (grey) elincRNAs and eRNAs (yellow). (D) Distribution of RNAPII travelling ratio (TR) for multi-exonic (red) and single-exonic (grey) elincRNAs, eRNAs (yellow), other expressed lincRNAs (blue) and protein-coding genes (green). Metagene plots and distribution (figure insets) of ChIP-seq reads for RNAPII with (E) phosphorylated-Serine 5 (S5P) and (F) phosphorylated Serine 2 (S2P) at their C-terminal domain centered at TIRs of multi-exonic (red) and single-exonic (grey) elincRNAs and eRNAs (yellow). Differences between groups were tested using a two-tailed Mann-Whitney *U* test. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; NS *p* > 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

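RNA of mESCs labeled with 200 µM 4sU for 15, 30 or 60 min was analysed as labeled and total RNA, with 2 biological replicates, giving 12 libraries. The authors removed reads that mapped to rRNA with STAR v2.5.0, aligned the remaining reads to exonic and intronic sequences with STAR and quantified them with RSEM. The deposited values are in another unit than counts or TPM: length-normalized abundances of exons and introns scaled together to between 19988830 and 19992901 per library, which is about 20 times TPM. Values of 1 or less are missing, and the paper's text does not name this scaling or cutoff. As every library has the same total, sequencing depth is unknown from the values and no counting error was computed.

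Classes of lincRNAs were taken from the first part of Table S3, which is the part that was read here. Exon numbers of elincRNAs were taken from Table S1. Both were matched by transcript and gene identifier, and lincRNAs outside that part of Table S3 entered no class. Protein-coding transcripts and neighboring genes were taken from GENCODE M1, on the mm9 build. The class was set by gene, so it also holds transcripts of protein-coding genes that are not themselves coding. The Ensembl release named in the paper was not used here, and 83847 of 111672 Ensembl transcripts with exonic values were found in M1. Multi-exonic oth-lincRNAs were those with more than 1 exon in M1 or with introns in the deposited table. Rates were computed per labeling time on the mean of both replicates, where both had a value, and averaged over the labeling times with a rate. INSPEcT itself was not run.

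Classes were compared with two-sided permutation tests of the rank sum across transcripts with 100000 resamples, in place of the asymptotic Mann-Whitney test. Intervals came from 1000 bootstrap draws of genes. Libraries were compared with exact permutation tests over the 924 divisions of 12 libraries. These treat libraries of different labeling times and of the same biological replicate as independent, although there were 2 biological replicates. Transcripts were compared between labeled and total RNA with limma 3.58.1 in R 4.3.3 on log2(value + 1), with labeling time as a covariate, a mean-variance trend and Benjamini-Hochberg adjustment at 0.05. Fold changes on this scale are understated for transcripts of low abundance. A test on counts had been planned in case the values were counts and could not be used. The pairing of libraries by replicate number comes from the sample labels. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

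The designs, and the alternatives tried, were set before the data were examined, except where the text says otherwise. They were set after the published rates of Table S3 had been read, including their values per gene. The design gave no number for the filter on low values, and the filter of 20, the use of exonic values alone, missing values taken as 0 and the mean-variance trend were chosen once the values had been seen. Genes are named by a rule set in advance: the gene of Fig 3C, the multi-exonic elincRNA transcripts with the highest and lowest processing rate, the elincRNA gene with the most transcripts, and the multi-exonic and single-exonic elincRNA transcripts with the highest synthesis rate at all labeling times. No single-exonic transcript was highest at every labeling time, so the one with the highest average is named.

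limma was tested on simulated data for 45537 transcripts, in which 171 of 200 transcripts changed by a log2 value of 2 were recovered with 9 false calls. With either replicate left out of the same simulated data, 0 of the 200 were recovered with 0 false calls. Far more transcripts, 7888, were called in the data, and the adjusted p depends on the share of transcripts that change. The permutation test across transcripts was tested on simulated classes of 56 and 192 transcripts, and called 4.5% of 200 simulations without a difference and 100% of those with a 2-fold difference. The simulated transcripts were independent, which transcripts of one gene are not.

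The splicing index, contact densities, chromatin and RNAPII data, and the comprehensive set of elincRNAs were not analysed here. The neighboring gene of 1 named locus is not reported here.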

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

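The test of gene means below was chosen after the difference between the classes had been seen. Among 42 groups of 4 to 10 libraries tested for a library far from the others, none was found, where chance gives 2.1.

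The ratio of multi-exonic to single-exonic synthesis rates differed between elincRNAs and oth-lincRNAs by 1.05 on the log2 scale (permutation test with genes exchanged between the classes, 10000 resamples, p = 0.0450). It is given here because the contrast differs between classes. With each gene's mean in place of its transcripts, the difference was 0.48 on the log2 scale and the permutation p was 0.306. The difference may therefore rest on elincRNA genes with several transcripts. It cannot be told apart from that explanation, and other technical explanations, such as the sharing of signal between transcripts of one gene, were not tested for it.

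Of 13355 transcripts with introns in the deposited table and no exonic value in any library, 3460 have an intronic value in all 12 libraries. The paper does not report on these transcripts. Their median intronic abundance was 4.03 in total RNA and 7.48 in labeled RNA, where deposited values start above 1. Introns shared with an expressed transcript of the same gene are a candidate explanation. Of the 2628 such transcripts in GENCODE M1, 7.95% belong to a gene with another transcript with exonic values in all 12 libraries, against 3.62% of 3594 transcripts with no value at all, a difference of 4.34 percentage points (two-sided Fisher's exact test, p = 1.62e-13). This covers few of the transcripts, as 2419 of the 2628 have no such neighbor in their gene. Repeats, unannotated transcripts and genomic DNA were not tested, and no biological explanation was tested.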

How the results depend on the processing

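Of 96 alternatives set before the data were examined, 94 were run. Of these, 14 leave out a replicate from a comparison of rates, and no call is given for them. A further 4 are exact tests of 3 libraries against 3, which cannot pass the threshold. Another 2 are limma fits of 3 libraries against 3, a size at which limma recovered none of the simulated changes. The simulation changed far fewer transcripts than were called in the data, and both fits gave far fewer calls than the main fit. Of the other 74, 57 kept the direction of the result and its side of the threshold, 8 no longer passed the threshold, 5 newly passed it and 4 reversed the direction. A count-based test was not run, as the values are not counts, and leaving out the elincRNA gene with the most transcripts cannot change the comparison within oth-lincRNAs.

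The lower processing rate of lincRNAs than of protein-coding transcripts kept its direction in all 11 alternatives run, with ratios from 0.562 to 0.761, and passed the threshold in the 9 with both replicates.

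With the mean rate per gene, the ratio of elincRNA to oth-lincRNA processing was 1.15 (permutation test, p = 0.695), that of elincRNA to protein-coding processing 0.674 (p = 0.0269), that of elincRNA to oth-lincRNA synthesis 0.958 (p = 0.659) and that of multi-exonic to single-exonic elincRNA synthesis 1.82 (p = 0.127). That of multi-exonic to single-exonic oth-lincRNA synthesis was 1.34 and still passed (permutation test, p = 0.0205). With whole genes permuted, the ratios stay by construction at 1.40 for processing, 2.73 for multi-exonic elincRNAs and 1.32 for multi-exonic oth-lincRNAs, and the permutation p rose to 0.107, 0.143 and 0.0939. The comparison of elincRNA with protein-coding processing stayed short of the threshold (permutation test, p = 0.420). Over the alternatives set in advance that use both replicates, the p of elincRNA against oth-lincRNA processing ranged from 0.00993 to 0.695, and that of multi-exonic against single-exonic elincRNA synthesis from 7e-05 to 0.143. Transcripts of one gene are not independent, which the tests across transcripts do not take into account.

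The ratio of elincRNA to oth-lincRNA processing passed the threshold at 15 min alone (1.40) and 30 min alone (1.58). At 60 min alone, the ratio was 1.10 for elincRNA against oth-lincRNA processing, 0.598 for elincRNA against protein-coding processing and 0.959 for elincRNA against oth-lincRNA synthesis. At 15 min alone, it was 1.23 for synthesis, which then passed the threshold, and 0.958 for degradation, which reversed. Among transcripts with at least 1 TPM in total RNA, it was 1.08 for elincRNA against oth-lincRNA processing, 2.24 for synthesis and 0.922 for multi-exonic against single-exonic oth-lincRNAs, a reversal. Without Snhg12 it was 1.27 for elincRNA against oth-lincRNA processing and 0.709 for elincRNA against protein-coding processing. It fell to 1.64 for multi-exonic against single-exonic elincRNA synthesis, the lowest of its alternatives, which still passed the threshold (permutation test, p = 0.0138), and to 1.013 for elincRNA against oth-lincRNA synthesis. The cause of these changes was not tested, apart from the tests of genes with several transcripts and of exonic abundance given under the other observations.

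With 1 replicate left out in turn, each labeling time has a single labeled library, and no p is given for the rates. The ratio ranged from 1.37 to 1.52 for elincRNA against oth-lincRNA processing. For elincRNA against oth-lincRNA synthesis it ranged from 1.07 to 1.25, and for degradation from 0.931 to 0.970, on the other side of 1. The labeled and total libraries differed on the first component by 1.006 to 1.682 SD and in intronic share by 1.47 to 5.41 percentage points, where 3 libraries against 3 cannot give an exact p under 0.1.

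limma called 7888 transcripts, and from 6665 to 9449 in the alternatives with both replicates. In the fits that each left out one replicate it called 0 and 7 transcripts, with 4083 and 7700 at an unadjusted p under 0.05, and 3 of the 7 are among the 7888. On simulated data with 200 changed transcripts, limma recovered 171 with 6 libraries per group and 0 with 3 per group. The low counts without a replicate may reflect the number of libraries. The simulation cannot decide this, as it changed far fewer transcripts than were called in the data. With labeling time and replicate as a block, 7322 transcripts were called, and with the numbers crossed at 60 min, an alternative chosen after seeing the data, 8128. The intronic share paired with the replicate block differed by 3.44 percentage points (exact permutation p 0.0312), and with the numbers crossed at 60 min by the same 3.44 percentage points with an exact permutation p of 0.0625. The share of calls that were higher in labeled RNA was 30.5%, and 38.8% after quantile normalization. Of the 32 divisions of the libraries that part all 6 pairs, 1, the real one, gave as many transcripts, and the next, which exchanges labeled and total RNA at 15 min of replicate 2 and 60 min of replicate 1, gave 4508.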

Differences from the paper's values

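The medians of the rates in the part of Table S3 that was read here are lower than those computed from the deposited abundances. An alternative is said to close the gap where its value is within 1.5 times the paper's or differs from it by less than the spread between replicates, which is wide for synthesis. The rates differ by 1 factor per labeling time, so an alternative that meets this rule is near in size and does not explain the gap. For processing, the paper's median is 4.04 per hour in elincRNAs against 7.73 here, and 2.70 in oth-lincRNAs against 5.53 here. Of the alternatives set before the data were examined, none closed the gap for elincRNAs, and the rate at 60 min alone closed it for oth-lincRNAs, at 2.41.

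For synthesis, the paper's median is 26.7 abundance units per hour in elincRNAs against 53.1 here, and 23.3 in oth-lincRNAs against 46.7 here. For elincRNAs the mean rate per gene (43.7), 30 min alone (43.7), 60 min alone (18.8) and leaving out replicate 1 (40.5) closed the gap, and for oth-lincRNAs 60 min alone (19.7) did. In multi-exonic elincRNAs the paper's median is 53.4 against 106 here, and the mean rate per gene (70.8), 60 min alone (40.5) and leaving out Snhg12 (64.1) closed the gap. The other alternatives did not.

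For degradation, the paper's median is 3.44 per hour in elincRNAs against 6.64 here, and 3.21 in oth-lincRNAs against 6.48 here. The gap was closed by 30 min alone (5.06 and 4.54), by 60 min alone (2.43 and 2.35) and by dividing each labeling time by its median (2.18 and 2.16, which are relative values and not rates per hour), and by no other alternative.

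When the rates are scaled by 1 factor per labeling time taken from Table S3 and limited to transcripts with a rate at 2 or more times, the medians are those of Table S3 by construction. This setting was chosen after seeing the values. Under it the ratio of elincRNA to oth-lincRNA processing was 1.50 in 55 and 180 transcripts (permutation test, p = 0.00644), against 1.40 without it and the paper's 1.5. Which of the 2 changes moved the ratio was not separated. Fig 4D marks this comparison with the sign its legend gives for a smaller p than either of these tests gave.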

Other observations

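The tests of genes with several transcripts, of GC content and of transcript length were chosen only after the results they address had been seen; the other tests were written down before their results were seen. All explanations are hypotheses tested on the data in which the patterns were found.

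The higher processing rate of elincRNA than of oth-lincRNA transcripts may rest on genes with several transcripts. With 1 transcript drawn at random per gene, the median permutation p over 200 draws was 0.802, and 0 of the draws gave a p under 0.05. With exonic abundance in total RNA taken out by regression, the permutation p of the residuals was 0.133, with a log2 difference of 0.33. Median exonic abundance was 25.7 in elincRNA and 14.8 in oth-lincRNA transcripts (permutation test, p = 0.122), and median intronic abundance 11.3 and 11.6 (p = 0.769). The processing rate contains exonic signal, so this regression can also remove a real difference. Neither explanation is excluded, and the pattern cannot be told apart from them.

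The higher synthesis rate of multi-exonic than of single-exonic elincRNA transcripts was treated in the same way. With 1 transcript per gene, the median permutation p was 0.153, from 0.0630 to 0.325 over the draws. The difference may rest in part on genes with several transcripts.

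The labeled libraries of replicate 2 had a lower intronic share than those of replicate 1 at 15 and 60 min, at 0.489 and 0.502 times, and not at 30 min, at 1.15 times. Mixing of unlabeled RNA into the labeled fraction would bring labeled RNA closer to total RNA at both times. The spread over transcripts of the labeled to total ratio in replicate 2 was 0.745 times that in replicate 1 at 15 min and 1.05 times at 60 min, so the spread was not smaller at both times. This spread also carries the noise and GC bias of each library, and the test cannot exclude mixing. A second test of mixing compared the transcripts that limma called without replicate 2, 7, with the 0 called without replicate 1, with 7700 and 4083 at an unadjusted p under 0.05. The threshold written beforehand would have read this as mixing. The reading was changed after the counts were seen, because so few calls cannot decide it. The 10 transcripts with the most intronic signal do not account for the pattern, as the shares without them were 0.477 and 0.467 times. The labeled to total ratios of the replicates correlated across transcripts at 0.144 at 15 min, 0.604 at 30 min and 0.115 at 60 min. Exchanging the labels of labeled and total RNA within replicate 2 left limma with 0 transcripts at 15 min, at 60 min or at both, against 7888 with the labels as given. At an unadjusted p under 0.05 there were 12780, 7664 and 1746 transcripts, against 14995. Exchanging them at 15 min of replicate 2 together with 60 min of replicate 1 gave 4508 transcripts, and 14516 at an unadjusted p under 0.05. No biological explanation was tested.

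The libraries spread on the second principal component, with the labeled 60 min libraries at both ends. Across the 12 libraries, this component followed the correlation of GC content with expression over 30644 protein-coding transcripts (Pearson's r 0.711, permutation p 0.0100, Spearman's rho 0.566, p 0.0579), and r was 0.675 (p 0.0298) without the 2 libraries farthest from the median. Of the 4 relations computed, of GC content and transcript length with both components, the adjusted p was 0.0201. Within labeled libraries r was 0.882 (exact permutation p 0.0375) and within total libraries 0.843 (p 0.0111), with adjusted p of 0.100 and 0.0832 over 8 relations. The first component also followed GC content within total libraries (r 0.887, exact permutation p 0.0208, adjusted p 0.0832), and not within labeled libraries (r 0.245, p 0.662). The spread is consistent with a GC bias between libraries, and a biological source was not tested.

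The first component had the strongest of the 4 relations, with transcript length (Pearson's r -0.853, permutation p 0.00054, Spearman's rho -0.867, p 0.00042, adjusted p 0.00216), and r was -0.819 (p 0.00431) without the 2 libraries farthest from the median. As this component also separates labeled from total RNA, this relation over the 12 libraries mixes length with fraction. Within each fraction, r was -0.361 in labeled libraries (exact permutation p 0.499) and -0.693 in total libraries (p 0.124). Over protein-coding transcripts alone, the component differed between labeled and total libraries by 1.02 SD with an exact permutation p of 0.0693, and after regression of each library on transcript length by 0.983 SD with a p of 0.0758. By the threshold written for this test alone, the result would have been read as an effect of length. That reading was not kept, because the difference did not pass 0.05 before the correction either. The test therefore cannot decide whether length matters.

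The Malat1 transcript with the lowest processing rate has more intronic than exonic signal, and exonic signal of another transcript counted as intronic is a candidate explanation. Over protein-coding transcripts, those with an exon of another transcript of the gene in an intron had a median processing rate 0.960 times that of the others (35672 and 10660 transcripts, permutation test, p = 0.00018). Among genes with several transcripts the ratio was 0.998, so the effect is small and may reflect which genes have several transcripts. It was not tested on Malat1 itself.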
